# Profiling chromatin accessibility responses in human neutrophils with sensitive pathogen detection

**DOI:** 10.26508/lsa.202000976

**Published:** 2021-06-18

**Authors:** Nikhil Ram-Mohan, Simone A Thair, Ulrike M Litzenburger, Steven Cogill, Nadya Andini, Xi Yang, Howard Y Chang, Samuel Yang

## Abstract

Sepsis, sequela of bloodstream infections and dysregulated host responses, is a leading cause of death globally. Neutrophils tightly regulate responses to pathogens to prevent organ damage. Profiling early host epigenetic responses in neutrophils may aid in disease recognition. We performed assay for transposase-accessible chromatin (ATAC)-seq of human neutrophils challenged with six toll-like receptor ligands and two organisms; and RNA-seq after *Escherichia coli* exposure for 1 and 4 h along with ATAC-seq. ATAC-seq of neutrophils facilitates detection of pathogen DNA. In addition, despite similarities in genomic distribution of differential chromatin changes across challenges, only a fraction overlaps between the challenges. Ligands depict shared signatures, but majority are unique in position, function, and challenge. Epigenomic changes are plastic, only ∼120 are shared by *E*. *coli* challenges over time, resulting in varied differential genes and associated processes. We identify three classes of gene regulation, chromatin access changes in the promoter; changes in the promoter and distal enhancers; and controlling expression through changes solely in distal enhancers. These and transcription factor footprinting reveal timely and challenge specific mechanisms of transcriptional regulation in neutrophils.

## Abstract (precis)

ATAC-seq reveals unique neutrophil chromatin architecture changes in response to different stimuli before transcriptional activation, possibly regulating downstream gene expression.

## Introduction

Sepsis, a life-threatening sequela of bloodstream infections due to dysregulated host response, is the leading cause of death related to infections worldwide with rising incidences. Most common bloodstream infection causing bacteria are *Staphylococcus aureus* and *Escherichia coli* with frequencies of 20.5% and 16%, respectively, in culture-positive patients (1). Time is of the essence in sepsis, as every hour delay in appropriate antibiotic therapy decreases survival by 7.6% (2). Understanding early host–pathogen interplay in sepsis can offer invaluable clinical insights critical to saving lives. Neutrophils are the first responders to infection and have been extensively studied for their role in infection and inflammatory processes, particularly sepsis (3). Neutrophils recognize pathogen associated molecular patterns (PAMPs) via TLRs (4) and danger associated molecular patterns (DAMPs) via receptors such as receptor for advanced glycation of end products (RAGE) for high mobility group box 1 (HMGB1) (5). PAMPs are derived from the cell walls of live or dead pathogenic organisms (exogenous signals), whereas DAMPs are derived from the host (endogenous signals) and each are specifically recognized by different TLRs (6). Both result in inflammatory responses involved in sepsis. Neutrophils responding to PAMPs and DAMPs are capable of unleashing immediate, antimicrobial effector functions, including neutrophil extracellular trap (NET) production, phagocytosis, superoxide production, and release of cytokines for further recruitment of other neutrophils and macrophages in a tightly regulated manner (7, 8). Moreover, studies have described that the neutrophil life span may be extended from 5–8 h in the periphery to days upon interaction with both PAMPs and DAMPs (9, 10). These responses are tightly regulated to avoid collateral damage such as increased vascular permeability and hypotensive shock resulting from release of heparin binding proteins by neutrophil activation via adherence to endothelial cells (11) and lung injury and poor patient outcome because of a cytokine storm resulting from hyperresponsiveness and dysregulation of apoptosis in lung neutrophils (12).

Despite possessing tightly regulated yet diverse functions, neutrophils have been regarded as a terminally differentiated cell type with limited ability to produce transcripts or proteins. The inference from this assumption is that the chromatin structure of a neutrophil is dynamically limited. Specifically in comparison to monocytes, neutrophils were shown to have much lower gene expression and largely repressed chromatin (13 *Preprint*). However, despite the fact that neutrophils have reduced transcriptional activity overall, they possess a much more dynamic range of transcripts and 5′—C—phosphate—G—3′ (CpG) patterns when compared with other cell types (14). Neutrophils also show heterogeneity in their methylation patterns between individuals (15) and undergo active chromatin remodeling, methylation/acetylation patterns associated with gene transcription, and cytokine production (16, 17, 18, 19). Neutrophils use an inhibitor program to safeguard their epigenome from unregulated activation, thereby protecting the host (20). Epigenetic signatures have also been shown to play a role in the cellular function of septic patients (21). Specifically, bacteria can affect the chromatin structure of host immune cells via histone modifications, DNA methylation, restructuring of CCCTC-binding factor (CTCF) loops, and noncoding RNA (19, 22, 23). Such chromatin changes allow for repositioning of inflammatory genes into a transcriptionally active state, recruitment of cohesion near the enhancer regions, and result in swift transcriptional response in the presence of *E*. *coli* (19). Even though chromatin remodeling is shown in neutrophils in response to external stimuli, the exact regulation of transcription by changes in chromatin accessibility is not well understood.

Because the epigenome reacts before gene expression, we are interested in profiling chromatin responses in neutrophils to infections for early disease recognition. In the present study, we first explore the relevant chromatin elements involved in TLR-mediated responses to 1 h exposures from various pathogen ligands or whole *S*. *aureus* and *E*. *coli* on a genome-wide scale using assay for transposase-accessible chromatin (ATAC)-seq to elucidate differences in the host response. We also assay the temporal fluctuation between 1- and 4-h post *E*. *coli* exposure in the neutrophil epigenome and resulting transcriptome to better understand the processes and pathways involved in immune response. Neutrophilic chromatin accessibility patterns may reveal what pathogen an individual has encountered and/or how they are responding to the infection. Our analyses reveal chromatin accessibility, enriched motifs, and functional signatures unique to each challenge. We also observe time specific chromatin accessibility changes resulting in transcriptional changes at two time points. Based on the chromatin accessibility patterns, we classify three categories of transcriptional regulation in neutrophils. In addition, because prokaryotes lack chromatin, using ATAC-seq results in increased pathogen to host ratio of DNA, enhancing rare microbial reads. The coupling of host response profiles with microbial reads in a single assay may offer diagnostic advantages while gaining unprecedented insights into early host–pathogen dynamics and neutrophil biology.

## Results

### Neutrophils are activated in response to ligand and whole organism challenges

Purified neutrophils from four female healthy volunteers were challenged with an array of TLR agonists for 1 h, namely, lipotechoic acid (LTA) (TLR2) (24), LPS (TLR4) (5), flagellin (FLAG) (TLR5) (4), resiquimod (R848) (TLR7/8) (4), and β-glucan peptide (BGP) that signals via the dectin-1 receptor (25) for fungal infection and the DAMP HMGB1, a cytokine released in sterile inflammation (such as early traumatic events, thought to signal through RAGE and TLR4) (5, 26) (Fig 1B). Neutrophil activation was confirmed by IL8 and TNFα qRT-PCR (Fig 1C). Because it is important that the ATAC-seq is performed on intact nuclei, SYTOX green assay was performed to estimate the extracellular DNA as an indication of NETs. No NETs were observed in response to any stimuli at the time of ATAC-seq (1 or 4 h of stimulation, Fig 1D) supporting earlier findings that neutrophil nuclei remain intact 1 h after stimulation with PMA to trigger NETosis (27).

**Figure 1.**
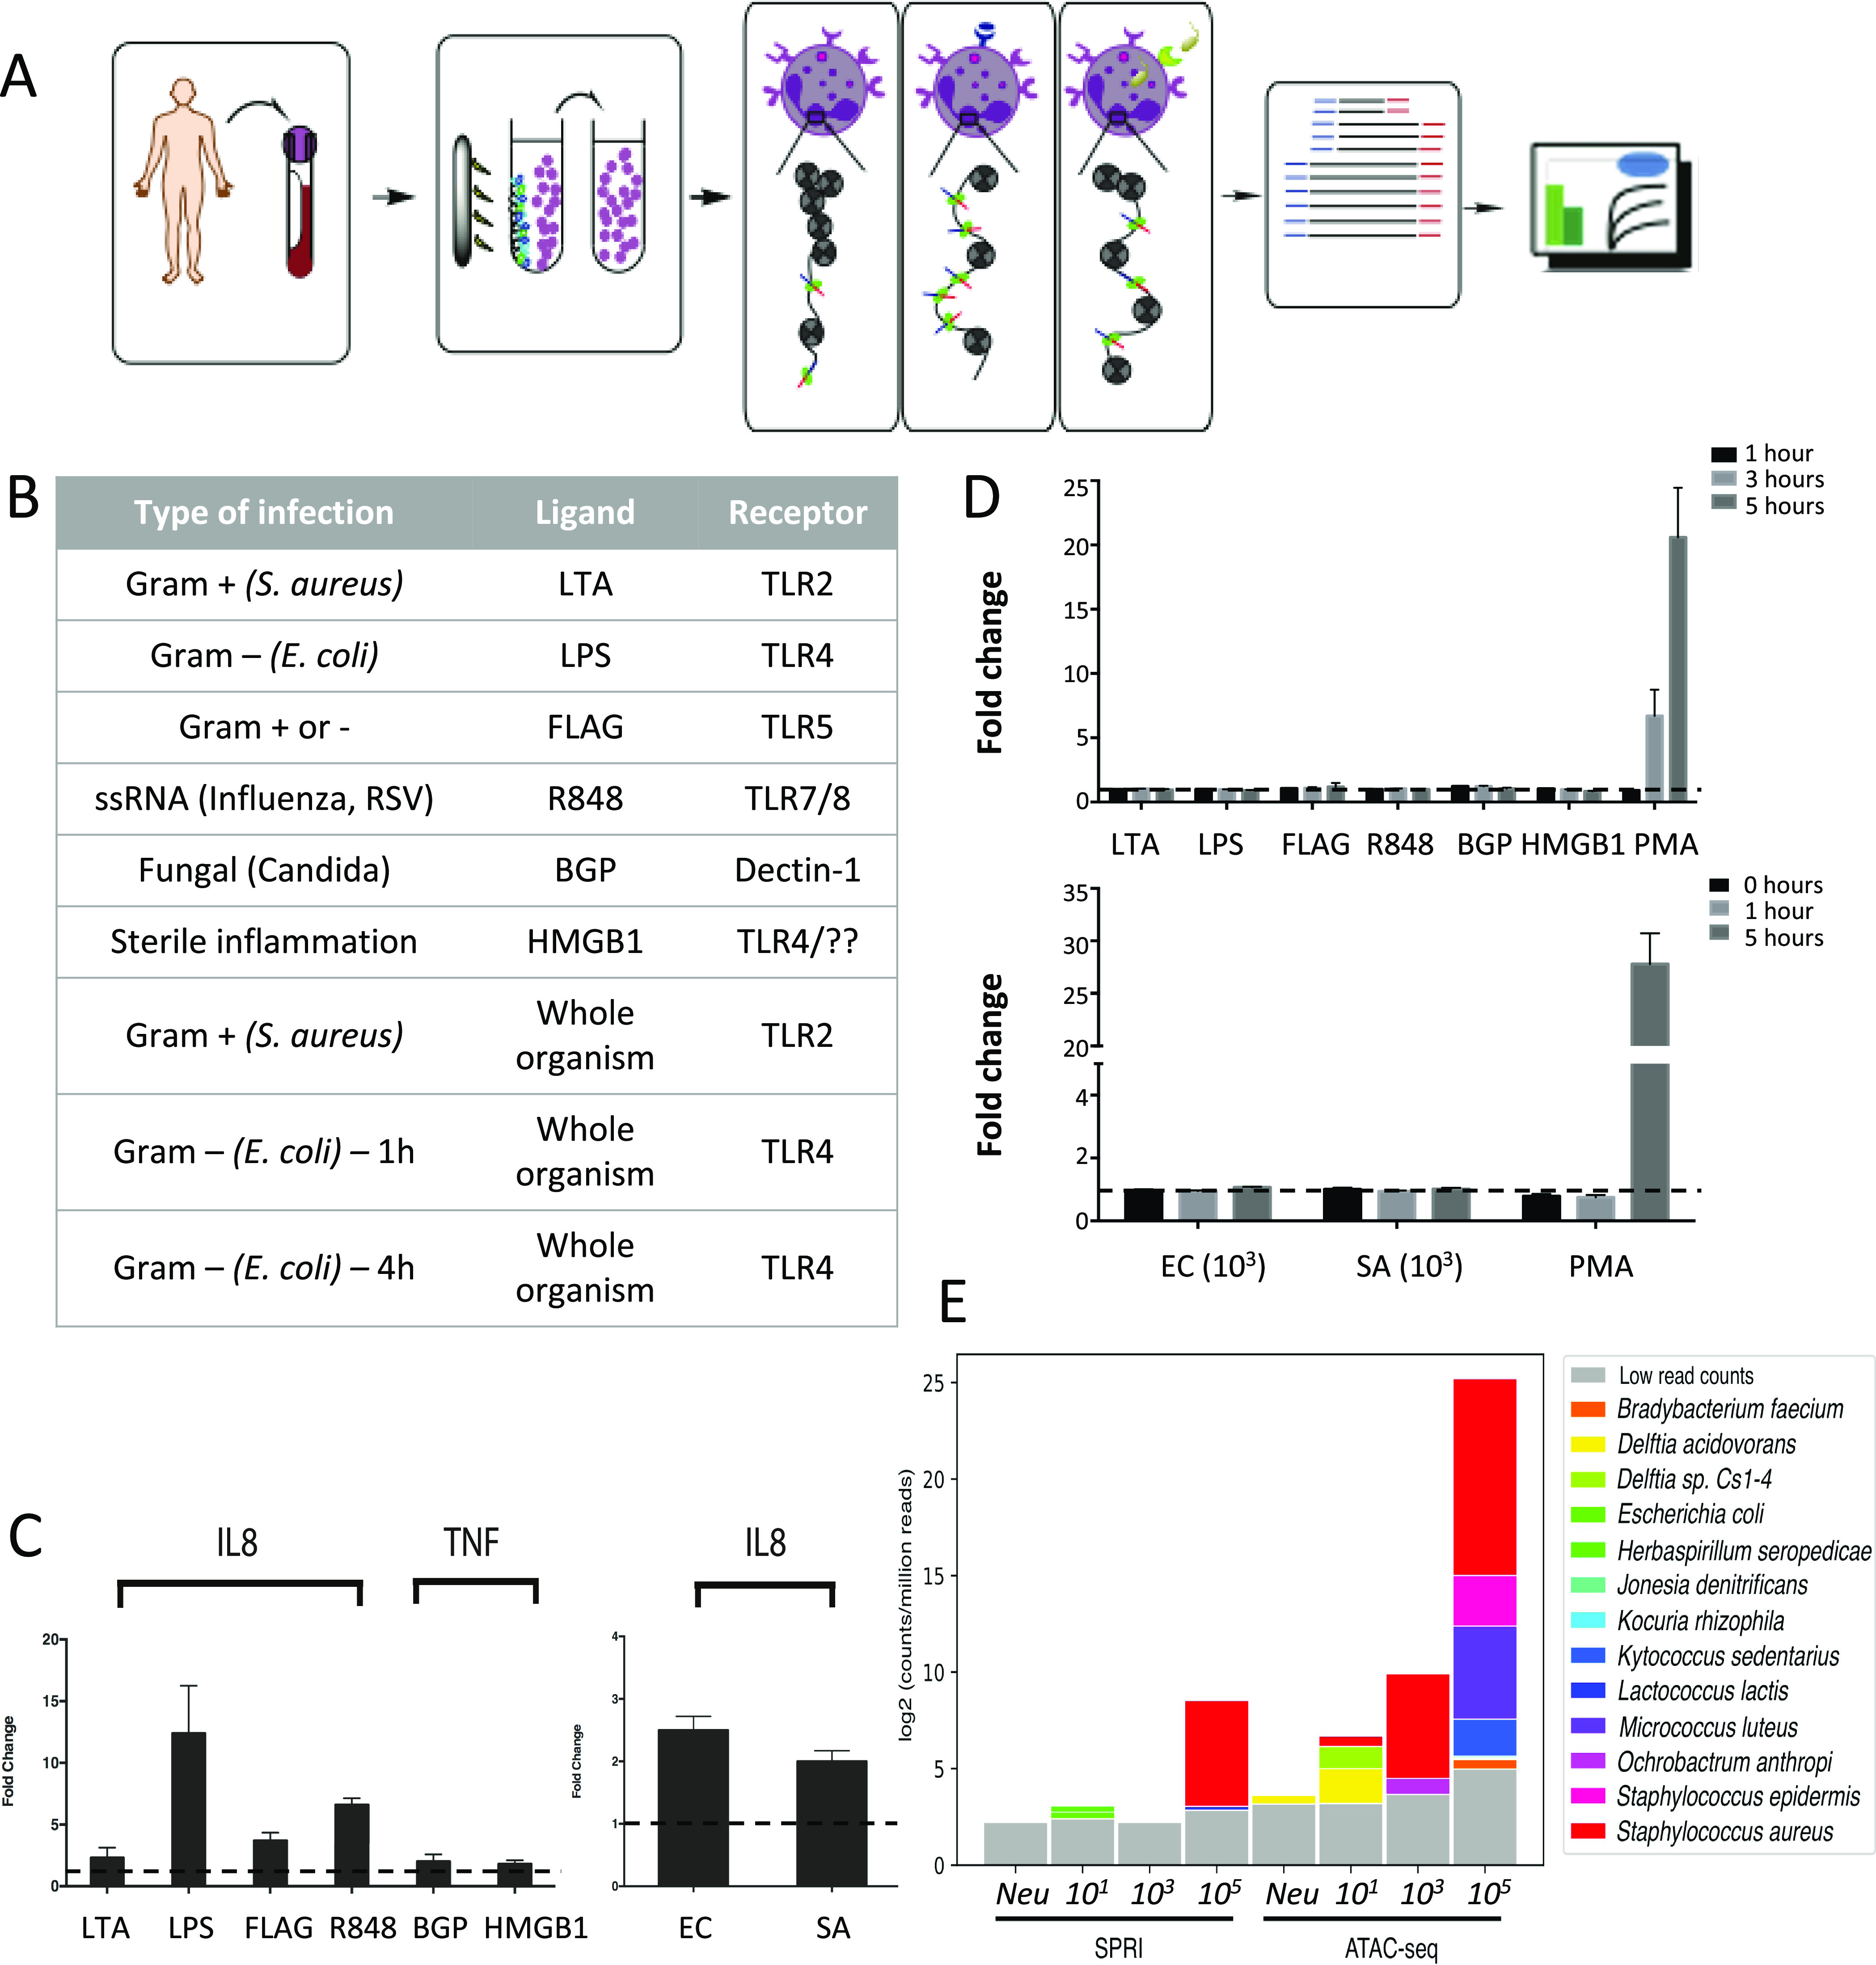
Neutrophil activation in response to challenges. **(A)** Schematic of neutrophil isolation, stimulation, and ATAC-seq. Blood is collected from healthy volunteers in EDTA tubes and unwanted cells are removed using a magnetic bead selection. Tn5 transposase (green ovals) carrying an adaptor payload (red and blue) complementary to next generation flow cells and inserts randomly into regions of open chromatin. Unstimulated and stimulated neutrophils are the sequenced using Illumina technology. **(B)** Table of tested challenges including six ligands, two whole organisms, and one time series. **(C)** Healthy donor neutrophils produce IL8 or TNF in response to ligands or live organism challenge (ligand donors, n = 4; live organism donors, n = 2; mean and SE are represented). **(D)** Healthy volunteer neutrophils do not produce neutrophil extracellular traps via SYTOX green assay in response to pathogen ligands at 1 h or immediately after live organism challenge supporting this time point for ATAC-seq. (PMA is a positive control) (ligand donors n = 4, live organism donors n = 2). **(C, D)** Dashed lines in (C, D) indicate a fold change of 1. **(E)** ATAC-seq is more sensitive to *Staphylococcus aureus* reads than traditional SPRI library preparation. Whole blood was spiked at increasing concentrations with live *S*. *aureus* and neutrophils (Neu) were negatively isolated. These were prepared for sequencing using traditional DNA extraction and library preparation (SPRI method) compared with neutrophil isolation and ATAC-seq method (n = 2) (Neu: isolated neutrophils, no organisms). Relative abundance plots illustrate that reads align to *S*. *aureus* (red) and other bacteria; however, the species that would be contamination are still low in relative abundance.

### Pathogen DNA from challenges is enriched in ATAC-seq

Neutrophils possess largely closed chromatin, and prokaryotes lack chromatin. ATAC-seq on neutrophils yields several features that increase sensitivity for pathogen reads. First, negative isolation of neutrophils reduces the number of human cells and potentially captures any circulating or phagocytized pathogens. Second, by surveying only open chromatin, ATAC-seq increases the pathogen to host ratio of DNA in the sample compared with traditional library preparation methods. To demonstrate this, whole blood was challenged with *S*. *aureus* in incremental colony forming units (CFU) per ml for 1 h and neutrophils were negatively isolated. These were then parallelly subjected to genome-wide sequencing using a standard solid-phase reversible immobilization (SPRI) library preparation and ATAC-seq. As suspected, the relative abundance of *S*. *aureus* reads obtained by ATAC-seq was higher than the SPRI method, for all concentrations (Fig 1E). In fact, the relative abundance retained by ATAC-seq at 10^3^ CFU/ml is comparable to the 10^5^ CFU/ml SPRI preparation method, which is a marked improvement in sensitivity. Contaminant signals are present, after removing all human reads, given that the neutrophils were only challenged with *S*. *aureus*, these are likely short, low-complexity reads that that do not map specifically. Despite the contamination, ATAC-seq samples display three times more reads for the pathogen compared with SPRI.

### Differential accessibility of chromatin in the genome is challenge and time specific

Neutrophils have limited accessible chromatin; however, insert size distributions and enrichment at transcription start sites (TSSs) were consistent across samples (Fig S1A and B). Strong correlation of genome-wide peak counts across technical replicates (from r^2^ = 0.70–0.95) were observed for any given ligand stimulation (Fig S2), whereas lower correlation was observed between donors, suggesting donor specific heterogeneity.

**Figure S1.**
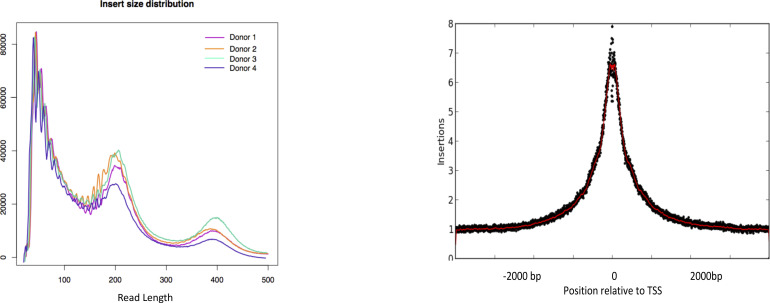
QC plots of the generated ATAC-seq data. **(A, B)** Representative QC plots demonstrating library preparation results in expected insert size distribution and (B) reads are enriched around transcription start sites.

**Figure S2.**
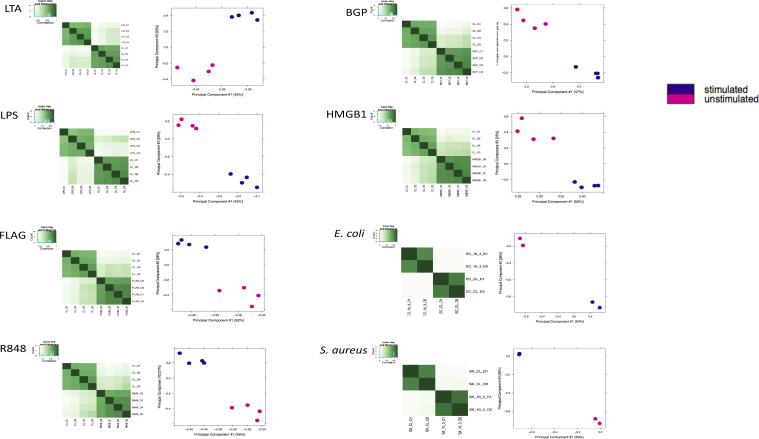
Quality control for DiffBind method of identification of differentially accessible regions of chromatin. Correlation heat maps and principal component analysis of differentially accessible chromatin. We found that for any given challenge across donors, stimulated samples cluster together, control samples cluster together, and the stimulated and control cluster away from each other, suggesting high quality data and accessible chromatin region identification that allows for analysis of four healthy donor data.

Differential accessibility of chromatin in neutrophils is readily apparent when comparing the accessible chromatin landscape in response to the challenges with that of unstimulated neutrophils using Diffbind with *P* < 0.05 and abs(logFC) ≥ 1 (Tables 1 and S1). Despite the differences in the numbers of differential regions in each challenge, their genomic distribution identified using ChIPseeker (Fig 2A) is similar. More than 40% of the differential regions in each challenge were found in either distal intergenic or intronic regions.

Table S1 Differential accessible regions in response to each stimulus in comparison to the unstimulated control. Each sheet represents the differentially accessible chromatin regions, the fold change, *P*-value, and the predicted genes associated with each region for the different challenges.

**Table 1.** Number of DRs in response to challenges when compared with the unstimulated controls.

Challenge	Number of DRs	Number of unique DRs (%)	Number of DRs associated with genes
LTA	1,331	850 (64)	1,277
LPS	1,729	1,133 (65)	1,653
FLAG	2,963	1,967 (66)	2,857
R848	3,105	2,135 (69)	3,034
β-glucan peptide	2,030	1,530 (75)	1,958
High mobility group box 1	2,930	2,234 (76)	2,845
*Staphylococcus aureus*	2,241	2,121 (95)	1,999
EC-1h (EC1h)	5,010	4,625 (92)	4,863
EC-4h (EC4h)	1,688	1,452 (86)	1,633

**Figure 2.**
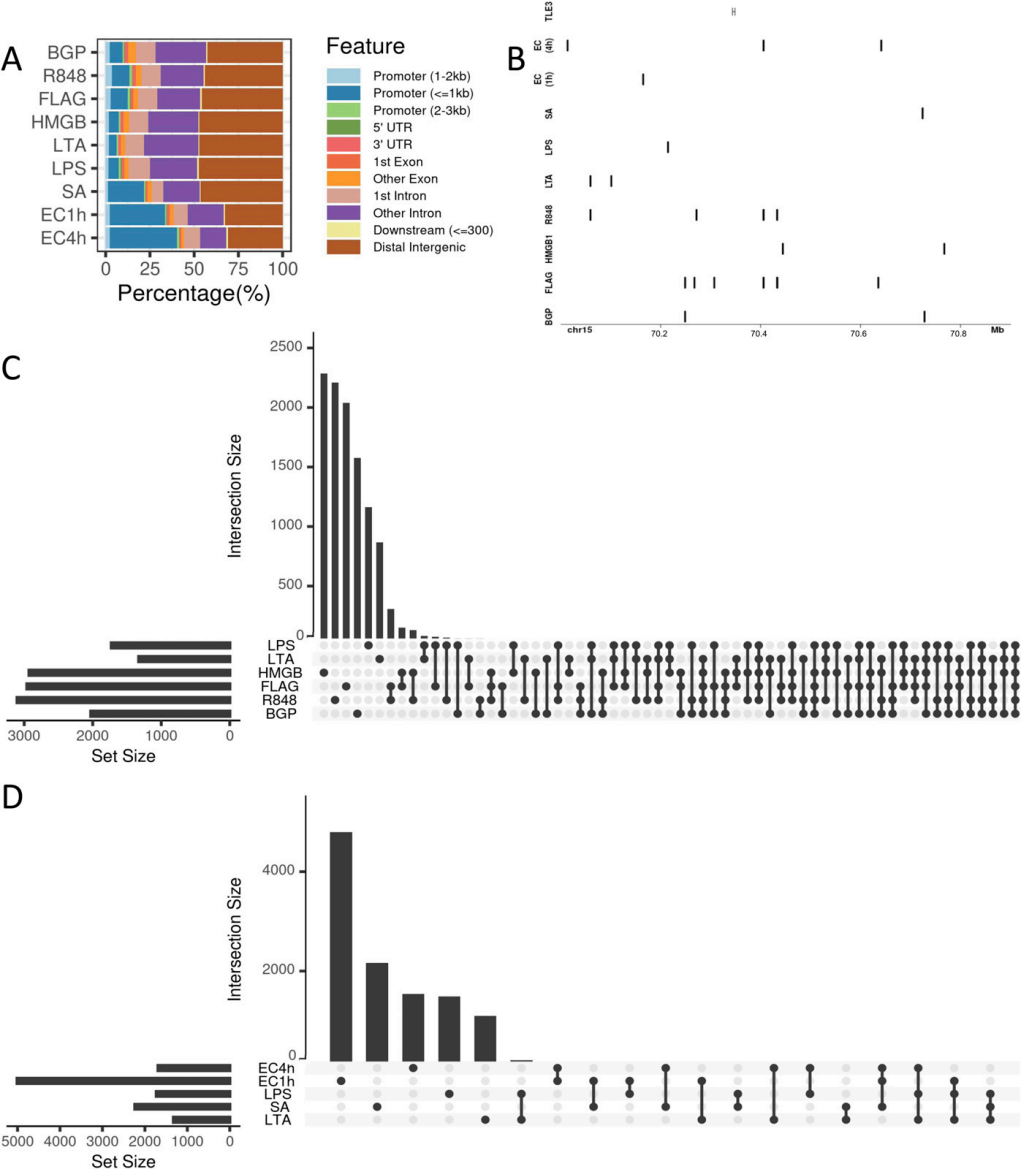
Comparison of locations of differential regions across challenges. **(A)** Whole genome distribution of differential regions within promoters, UTRs, exons, introns, downstream regions, and distal regions as determined using ChIPseeker. Very similar distribution patterns across sample, more than 80% of differential regions are distal. **(B)** Depiction of the unique signatures across the challenges. Differential regions around the *TLE3* gene. From top, the *TLE3* gene, differential regions associated at EC4h, EC1h, *Staphylococcus aureus*, LPS, LTA, R848, high mobility group box 1, FLAG, and β-glucan peptide, respectively. **(C)** Upset plot of the top 100 overlapping differential regions across ligand challenges. Consensus set of regions were generated using Diffbind and the presence absence was visualized using Upset on R. Most differential regions are unique to challenges. **(D)** Upset plot of the top 100 overlapping regions between the whole organism challenges and their corresponding ligands. Minimal overlap between whole organisms and ligands.

Landscape of differential chromatin accessibility is challenge dependent. This uniqueness is down to the gene level where associated differential regions between challenges are disparate (Fig 2B). A map of the differential regions around the *TLE3* gene portrays this uniqueness clearly. Overlap analyses of differential regions across the entire genome between challenges showed that the vast majority of these regions did not overlap and were challenge specific (Fig 2C and D and Table 1). There are no overlapping differential regions across all of the challenges. Six of the nine challenges tested were the most to have any overlapping differential regions. A total of five regions were shared by a combination of six challenges, 45 were common between five challenges, 120 between four challenges, 359 between three challenges, and 1,582 regions were common between a combination of two challenges. Interestingly, of the five differential regions common to six challenges, two are common across all the ligand challenges (Fig 2C). There is only one common differential region between the whole organism challenges. However, comparing the signature between the whole organism challenge and their corresponding ligands, a few commonalities exist (Fig 2D). There are three common differential regions between the *S*. *aureus* and LTA challenges, 118 common between the two *E*. *coli* time points, EC1h and LPS have 19 in common, and EC4h and LPS have 3 in common despite the different stimulation strategies (neutrophil versus whole blood). Surprisingly, however, there are no differential regions common to the two *E*. *coli* time points and LPS. On average, ∼69.37% of the differential regions from the merged peak sets are unique to the ligand challenges, whereas with the whole organism challenges, ∼91% of the regions are unique to the challenge. In addition, comparing EC1h and EC4h differential regions with Hi-C defined interacting regions after 3 h of treatment with *E*. *coli* show overlap between the ATAC-seq differential regions and Hi-C predicted interacting regions at the whole genome level. 4,506 EC1h differential regions overlap with one end of the Hi-C interactions, whereas 4,498 overlap with the other. Similarly, for EC4h, 1,494 differential regions overlap with one end of the interacting regions and 1,471 overlap with the other.

Unique chromatin accessibility signatures in response to challenges are not limited to specific positions of differential chromatin accessibility but correspond to differences in the regulated functional pathways as well. Differential regions were assigned to genes by using a combination of prediction tools and surveying overlaps with known regulatory regions. This was done rather than assigning regions to genes immediately downstream so as to account for distal regulation as well. Prediction methods included T-gene (28 *Preprint*) and Genomic Regions Enrichment of Annotations Tool (GREAT) (29). Overlap analyses were performed against the human active enhancer to interpret regulatory variants (HACER) database as well as the predicted regulatory regions identified in primary human cancers (30). Applying this combinatorial method, a minimum, that is, ∼89.2% of the differential regions were associated with genes, whereas, on average, ∼95.8% of the differential regions were successfully associated with genes across all challenges (Table 1). In addition, on average, 89.1% of these overlapped previously identified regions with histone marks from the IHEC. GO term and pathway enrichment analyses with the assigned genes and the number of differentially induced and repressed regions associated with each of them revealed dissimilar functional enrichment signatures between challenges (Figs 3A and S3). There are no common enriched pathways with associated differentially accessible regions (DRs) across all challenges, and, interestingly, there are no enriched pathways associated with the LPS and *S*. *aureus* challenges. Very different pathways are enriched based on the associated induced and repressed DRs for the two *E*. *coli* challenge time points as well. Repressed DRs are enriched in neutrophil degranulation and signaling by interleukins at EC1h, whereas induced DRs are enriched in programmed cell death, signaling by interleukins, and platelet activation at EC4h. Overall, other than for a few overlapping enriched pathways, each challenge elicited varied functional responses upon stimulating the neutrophils.

**Figure 3.**
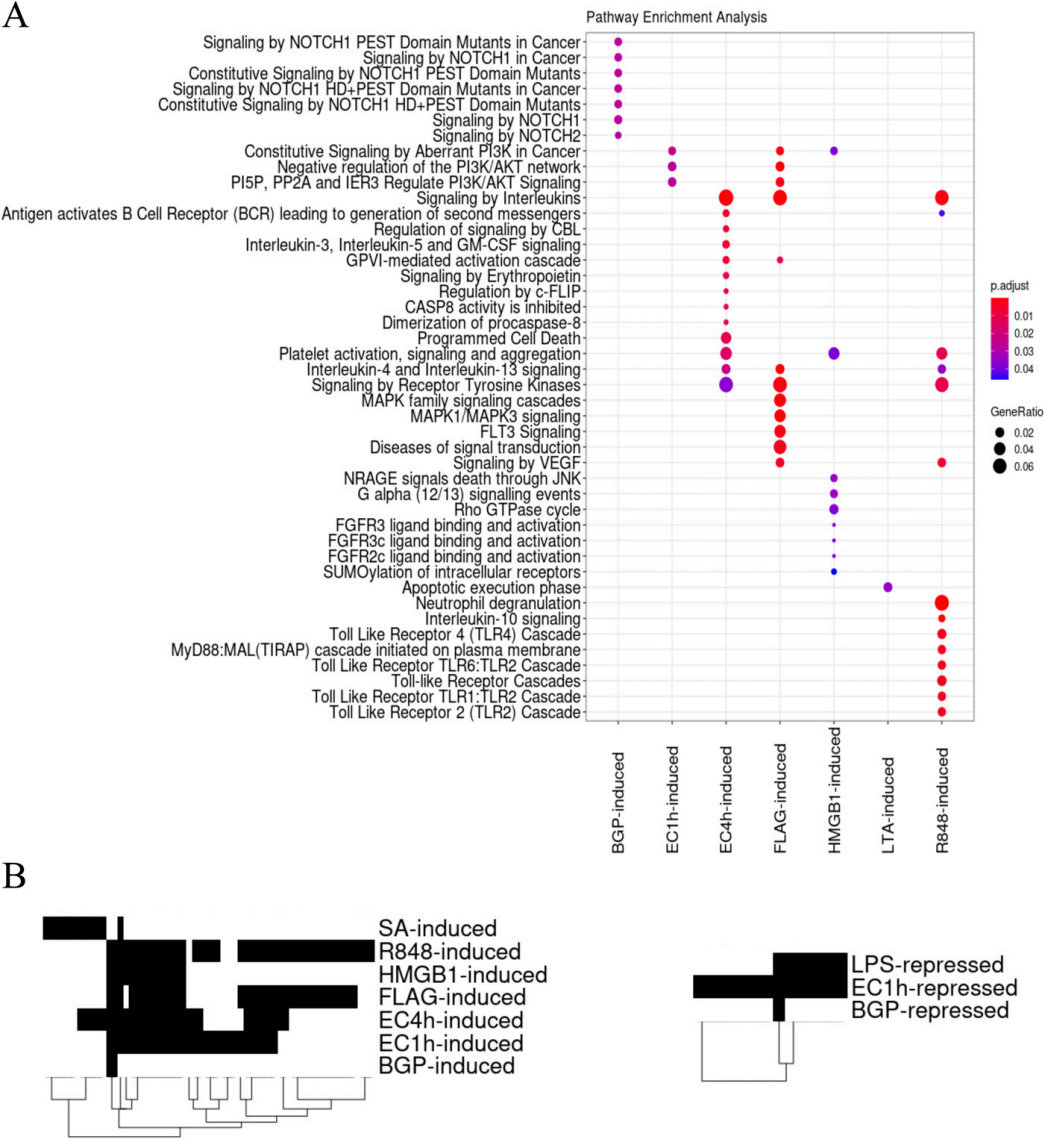
Comparison of functional profiles of differential regions. **(A)** Reactome pathway enrichment analysis of the genes associated with the differential regions in each challenge. Gene assignments to each peak were carried out as described in the methods. Enrichment analysis performed using ChIPseeker and compared using the compareCluster function from clusterProfiler. **(B)** Presence–absence heat map of enriched motifs in the differential regions from each challenge. For induced and repressed regions in each challenge with respect to the untreated controls, enriched motifs were determined using HOMER and filtering for a *P*-value of *P* < 10^−10^. We compared enriched motifs in induced (left) and repressed (right) differential regions across challenges. Although there exist shared enriched motifs, there are motifs unique to three of the nine challenges.

**Figure S3.**
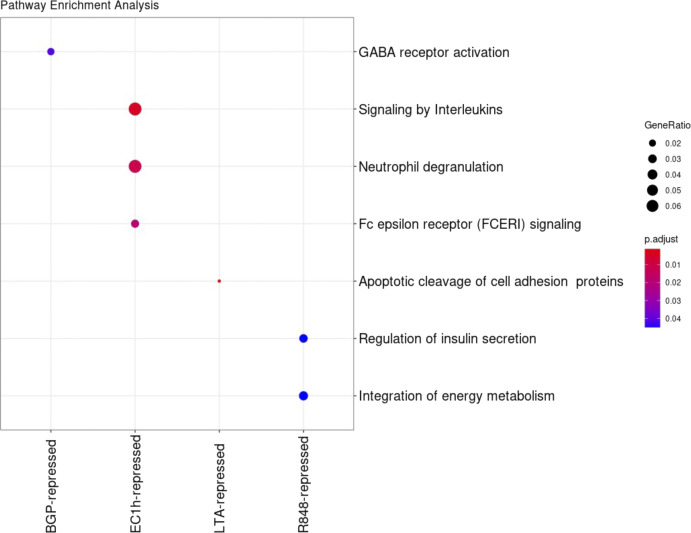
Enriched pathways defined by the number of repressed differential regions associated with genes determined using clusterprofiler.

Similar to patterns with position and function, there are unique enriched motifs specific to most challenges. Importantly, however, despite large proportions of differential regions being unique to each challenge, these still contain common enriched motifs shared across multiple challenges. For example, three enriched motifs in induced DRs are common to 6/9 challenges and 10 are common to five of the challenges (Fig 3B). In addition, comparing enriched motifs in all the induced and repressed DRs across the challenges, three of the nine challenges showed unique enriched motifs. There were 0 unique motifs in the BGP challenge, 0 in the FLAG challenge, 0 in HMGB1, 0 in LPS, 0 in LTA, 3 in R848, 6 in *S*. *aureus*, 3 in EC1h, and 0 in EC4h (Tables S2 and S3). Hence, it is important to combine both specific positions as well as the enriched motifs to identify signatures unique to each challenge.

Table S2 Unique motifs identified in induced and repressed differentially accessible regions in response to challenges.

Table S3 Motifs detected in induced and repressed differentially accessible regions in response to each challenge.

### Transcriptional plasticity of neutrophils in response to *E*. *coli* challenges

RNA-seq analysis of *E*. *coli* challenged neutrophils at two time points—1 (EC1h) and 4 h (EC4h)—using edgeR revealed a temporal pattern in gene expression suggesting plasticity in neutrophil transcription with strong correlation between replicates (r^2^ ranging from 0.92 to 0.99). 

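RNA from neutrophils isolated after a challenge of blood with *E*. *coli* for 1 h (EC1h) or 4 h (EC4h), and from untreated controls of the same time points, was sequenced in 8 libraries, with 2 replicates for each of the 4 conditions. The paper's text gives 2 volunteers and duplicate samples for the challenge and does not say which of these the RNA-seq replicates are. The SDs, SEs and p-values given below measure the spread between these libraries. If the replicates are duplicates from a single volunteer, the spread between donors is not covered. The authors aligned the reads to hg19, counted them on genes in a strand-specific manner, and deposited the raw counts per Entrez gene ID without normalization. Between 20348790 and 25253692 reads were counted on genes per library, with a median of 22188171. A count was found for 14529 and 15247 genes in the EC4h libraries and for 16116 to 16372 genes in each of the other libraries. The 10 most abundant genes took 20.2% and 16.0% of the counts in the EC4h libraries, and between 7.06% and 9.04% elsewhere. For the fold changes, genes were filtered on low counts with the filterByExpr function of edgeR, which left 12394 genes. All 8 libraries were normalized by the TMM method, whose factors were 0.477 and 0.541 for the EC4h libraries and between 1.23 and 1.29 for the others. Each EC condition was then compared with the control of its time point by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a logFC of at least 1 in either direction were called differentially expressed. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p under 0.333, so the test takes its spread from all genes and libraries. Replicates were compared by the squared Pearson correlation of log2 CPM (library-size scaled counts, with a pseudocount of 1) over the 19229 genes with a count in any library. It was 0.9962 for EC1h, 0.9924 for the 1-h control, 0.959 for EC4h and 0.9965 for the 4-h control. These correlations are across genes, which are not independent replicates. Raw counts moved the EC4h value the most, to 0.847. Libraries of EC1h and of the 1-h control had an r2 of 0.988 to 0.994 with each other, and the highest r2 between an EC4h library and a library of another condition was 0.857. Over the 6906 genes with at least 100 counts on average, the log2 ratio of the replicates had an SD of 0.138 for EC1h, 0.296 for the 1-h control, 0.829 for EC4h and 0.135 for the 4-h control.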

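Of the 12394 genes tested in neutrophils challenged with *E*. *coli*, 12356 (99.7%) were not called at 1 h and 7872 (63.5%) were not called at 4 h, each against the control of its time point by the quasi-likelihood test of edgeR. The share at 4 h depends on the scaling, since with library size only 7567 genes were called, which is most of those tested. The median absolute logFC over all genes tested was 0.17 at 1 h and 0.84 at 4 h. An absolute logFC of at least 1 was measured for 299 genes at 1 h and for 5341 genes at 4 h, whatever their p. An unadjusted p under 0.05 was found for 395 genes at 1 h, where 620 are expected by chance alone, and for 6686 genes at 4 h. Among the called genes, the median absolute logFC was 2.08 at 1 h and 1.82 at 4 h. With no threshold on the logFC, 5828 genes passed the adjusted p at 4 h. A gene that was not called either passed the adjusted p with a logFC under 1 or had no change detectable with 2 replicates, and was not shown to be unchanged. Among 200 genes changed 4-fold in simulated counts, the test recovered 91% at 1 h and 97% at 4 h. The simulation had the library sizes of the data, but 1 spread per gene for all libraries, and changed only genes above a minimum count. In the data the pairs differed, with an SD of the log2 ratio of 0.829 for EC4h and 0.138 for EC1h. These shares therefore do not give the power of the test on the data.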

Although most genes remain unchanged in expression in the presence of *E*. *coli*, there are differences in the number of differentially expressed genes and the magnitude of change between the two time points (Fig 4A). 

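At EC1h, 38 genes were up-regulated and 0 were down-regulated by the quasi-likelihood test of edgeR. With unadjusted p-values the counts were 120 and 49. These counts, and those at EC4h below, include genes called at both time points, which the paper's categories count apart. Called at 1 h only were 0 and 0 genes, or 33 and 28 with unadjusted p-values. Called at 4 h only were 2392 and 2092 genes. Down-regulation at 1 h was called for 0 genes by limma-voom, for 1 gene by DESeq2 (IGLV3-10), for 2 genes by the exact test of edgeR (IGHV3-64 and IGLV3-10) and for 4 genes by its likelihood ratio test (the same 2 with IGKV1-27 and ASF1A), all named after their values were seen. The number of up-regulated genes at 1 h depends on the libraries in the fit. It was 50 with the libraries of 1 h fitted alone. With the 6 libraries other than EC4h, a setting added after the data were examined, it was 52. It fell when a library of 1 h or of the 4-h control was left out, most of all without a 1-h control. It rose when an EC4h library was left out. At EC4h, 2430 genes were up-regulated and 2092 were down-regulated. Scaling by library size only moved these counts the most, to 902 and 6665, as it lowered the median logFC of all genes at 4 h by 1.29 on the log2 scale. Among called genes with an average log2 CPM of at least 1 and no overlap between the EC and control libraries, the largest increase at 1 h was that of the chemokine gene CCL4 (Entrez 6351, chromosome 17 from 34431220 to 34433014 in GRCh37). Its expression was 164 ± 1.53 CPM (SD, n = 2) at EC1h and 5.19 ± 0.985 CPM (SD, n = 2) in the control, a logFC of 4.98 (SE 0.41, adjusted p = 0.0035, edgeR). CXCL2 (chromosome 4 from 74962757 to 74964913) followed with a logFC of 4.62 (SE 0.51) and IL1A (chromosome 2 from 113531502 to 113542070) with 4.26 (SE 0.44). Over both 1-h controls, CXCL2 had 6 counts and IL1A had 4, so the size of their rise is uncertain. With each library left out in turn, the logFC at 1 h lay between 3.92 and 6.05 for CXCL2 and between 3.72 and 5.14 for IL1A. For CCL4 it lay between 4.80 and 5.19. CCL4L1 and CCL4L2, paralogs of CCL4 between which reads could have been split, had logFC of 4.26 and 4.08. None of these 5 genes was called at 1 h without either library of the 1-h control. CXCL2, IL1A and CCL4L2 were also not called without either EC1h library, and CXCL2 and IL1A were not called by limma-voom. At 4 h, IL1A reached 2635 ± 284 CPM (SD, n = 2), a logFC of 14.29 (SE 0.40, adjusted p = 7.9e-07, edgeR), and CCL4 had a logFC of 13.52 (SE 0.56). DNAAF1, CCL23 and CCL20 had no count in the 4-h controls. Against a floor of 3 counts over both controls, they were at least 2390-fold, 1450-fold and 1370-fold higher at EC4h. Among the called genes under the same limits, the largest decreases at 4 h were those of the gene with Entrez ID 100287428, TNFRSF12A, IER5L, NUDT16L2P and TIGD3. The first had 96 counts over the 4-h controls and 0 at EC4h, at least 12.0-fold lower by the same floor. TNFRSF12A had 655 and 1 counts, a ratio of 246 with a 95% interval of 44.0 to 9720 (Clopper-Pearson, counting error only). The ratio was 59.4 (20.2 to 289) for IER5L and 48.8 (16.6 to 238) for NUDT16L2P, and TIGD3 had a logFC of -5.55 (SE 0.28, adjusted p = 6.4e-06, edgeR).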

At EC1h, there are 66 up- and 55 down-regulated genes, and at EC4h, there are 2,554 up- and 2,656 down-regulated genes. 

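All 38 genes that were called up-regulated at EC1h were also called up-regulated at EC4h, and the rise was larger at 4 h than at 1 h for all 38 by the test of the difference between the time points. Up-regulation at 1 h with no call in either direction at 4 h was found for 0 genes, also by DESeq2 and limma-voom. It was found for 6 genes by the likelihood ratio test and for 33 with unadjusted p-values. The exact test gave 1 such gene (ZNF512B, named after its values were seen). Down-regulation at both time points was called for 0 genes by the quasi-likelihood test, and 8 genes passed with unadjusted p-values. DESeq2 and limma-voom called 0 genes, and the exact and likelihood ratio tests each called IGHV3-64, which was named after its values were seen. So was HBA2, called at both without replicate 1 of EC4h, with a logFC of -1.50 and -1.55. The 10 genes that Table S4 lists as down-regulated at both time points, whose table values had been seen, were all tested here and had a negative logFC at both. Of these 10, 0 were called at 1 h, where their lowest adjusted p was 0.218, and 6 were called at 4 h. IGHV3-64 had 47 counts over the 1-h controls and 8 at EC1h, a logFC of -2.29 (SE 0.41). VCAN had 113 counts over the 4-h controls and 0 at EC4h, at least 14.1-fold lower against a floor of 3 counts, and a logFC at 1 h of -1.63 (SE 0.46). The logFC at 1 h and 4 h were -1.53 and -3.13 for KIF28P, -1.08 and -3.40 for ZNF213-AS1, -1.04 and -1.82 for the gene with Entrez ID 100132909, -1.04 and -2.01 for SCARNA12, -1.45 and -1.06 for LPAR6, -1.07 and -1.20 for ADCY9, -2.20 and -2.01 for RHPN2, and -1.25 and -1.25 for METTL18. At 4 h, KIF28P and ZNF213-AS1 were not called without replicate 2 of EC4h or replicate 1 of the 4-h control, and SCARNA12 not without any 1 of the 4 libraries of 4 h. The other 4 genes were called at 4 h without some libraries, LPAR6 without either 1-h control (-1.06), RHPN2 without replicate 1 of the 4-h control (-2.46) and METTL18 without replicate 2 of EC4h (-2.15), and ADCY9 in none of these fits.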

93 genes are up- and 10 genes are down-regulated at EC1h and EC4h. Interestingly, there are a few genes that are either up-regulated at 1 h and down-regulated at 4 h or vice versa. In this category, 7 genes were up-regulated at 1 h and down-regulated at 4, and 16 were down-regulated at 1 h and up-regulated at 4 h (Table S4).

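By the quasi-likelihood test of edgeR, 0 genes were called up-regulated at 1 h and down-regulated at 4 h, and 0 genes the reverse. With unadjusted p-values, 3 genes (CYP4F10P, PTK7 and the gene with Entrez ID 402036) rose and then fell, and 13 fell and then rose. DESeq2 and limma-voom called 0 genes in either class. The likelihood ratio test called 2 genes in the first class (PARGP1 and Entrez ID 402036) and 1 in the second (IGKV1-27), and the exact test called 1 (Entrez ID 402036) and 0. These genes were named after their values were seen. The 16 genes found with unadjusted p-values and the filter had few reads, with between 61 and 215 counts summed over all 8 libraries and a median of 100.5, against a median of 1135 for the genes tested. Their lowest adjusted p at 1 h was 0.253. With no filter there were 23 genes, with a median of 103 counts and between 26 and 13235, the highest for RN7SL2, and a lowest adjusted p at 1 h of 0.367. From the pattern of expression over both time points, the paper proposes that neutrophil transcription is plastic.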

Table S4 Differential expression of genes in neutrophils in response to the stimulation with *Escherichia coli* at 1 and 4 h. The logFC and *P*-value for each gene is shown and the pattern of gene expression over time is described.

**Figure 4.**
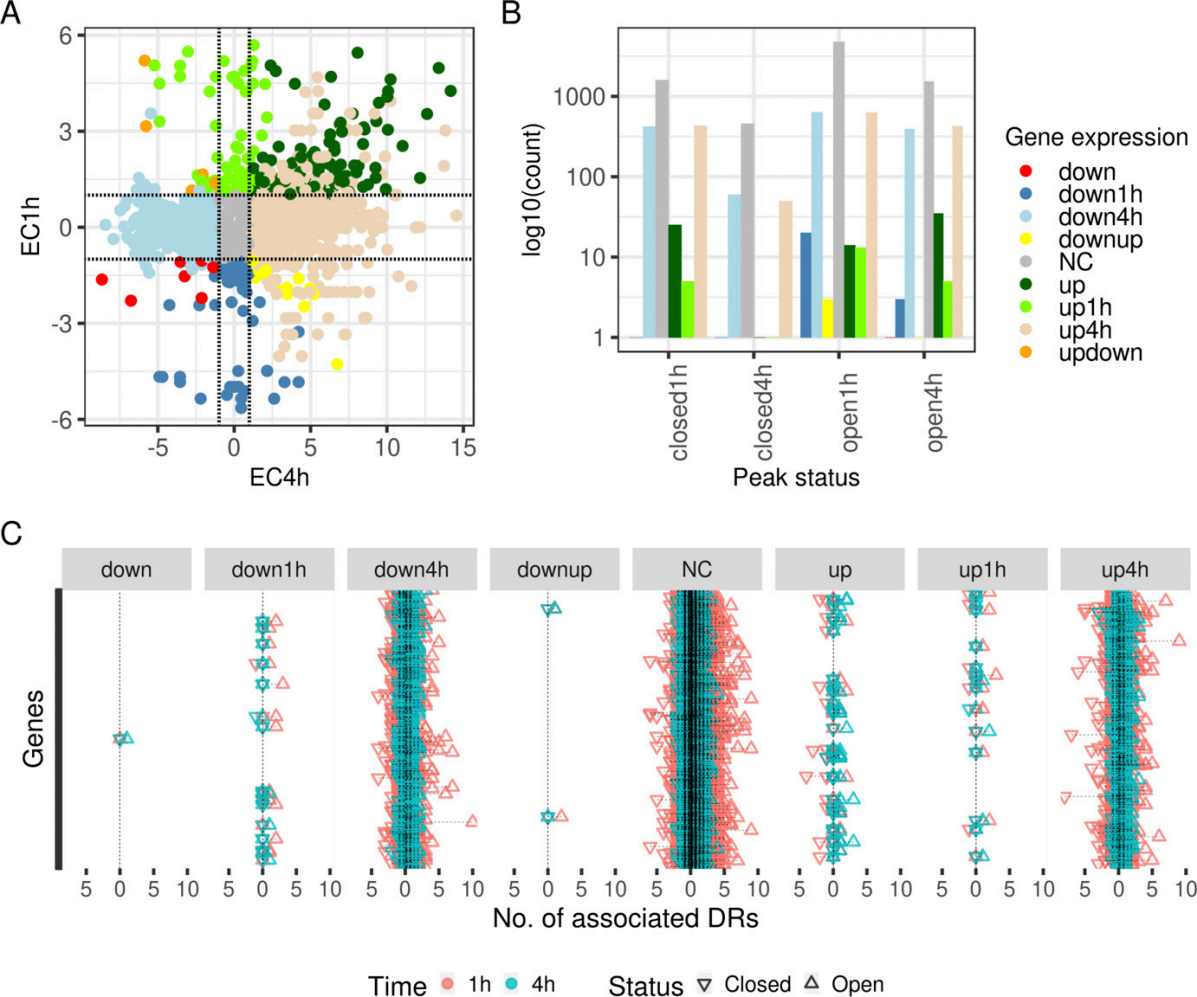
Paired ATAC-seq and RNA-seq of neutrophils challenged with *Escherichia coli* at 1 and 4 h. **(A)** Comparison of expression of genes at the two time points. logFC calculated using edgeR for each gene at the two time points were plotted as points if the *P*-value is <0.05. Points are colored based on the gene expression patterns at the two time points. down: genes down-regulated at both time points; down1h and down4h: genes down-regulated only at 1 and 4 h time points, respectively; downup: genes down-regulated at 1 h and up-regulated at 4 h; NC: genes that are not differentially expressed at either time point; up: genes up-regulated at both time points; up1h and up4h: genes up-regulated only at 1 and 4 h time points, respectively; and updown: genes that are up-regulated at 1 h and down-regulated at 4 h. **(B)** Distribution of open and closed DRs at each time point with respect to the gene expression patterns. Combination of open and closed regions at each time point and each gene expression pattern except for genes that are down-regulated at 1 and 4 h. **(C)** Counts of open and closed DRs associated with each gene at each time point. Typically, more associated DRs for each gene at 1 h than at 4 h. In addition, combination of multiple open and closed DRs associated with most genes.

Plasticity is also reflected in the biological processes enriched at the two time points (Fig S4). GO term enrichment of genes grouped in above mentioned categories portrays a transcriptional landscape in neutrophils that are responsive to external stimuli. For example, immunoglobulin production is transiently up-regulated at 1 h, suggesting immediate response to the challenge. 

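The genes of each process were taken as a family by symbol, written before the data were examined, and are not the GO terms of Fig S4. A family's logFC were set against those of all other genes with camera of limma at a preset correlation between genes of 0.01, adjusted over 10 families at each time point. At 1 h, this comparison, the self-contained fry test and camera with an estimated correlation together called LPS-response genes alone. The 99 immunoglobulin genes tested had a median logFC at 1 h of 0.17, against 0.00 for all genes, and 61 of them were positive (camera, adjusted p = 1.1e-04). The rise did not pass under fry (adjusted p = 0.833) or with the estimated correlation (adjusted p = 0.589). The quasi-likelihood test of edgeR called 0 of the 99 genes, whereas with unadjusted p-values 11 rose and 7 fell. limma-voom called 0, and DESeq2 called 1 lower (IGLV3-10). The likelihood ratio test called 5 higher (IGHV2-5, IGKV1-13, IGKV1D-13, IGLV5-45 and IGLV1-36) and 3 lower (IGHV3-64, IGKV1-27 and IGLV3-10), and the exact test called 1 higher (IGHV2-5) and 2 lower (IGHV3-64 and IGLV3-10). These genes were named after their values were seen, and each had 206 counts or fewer over the 8 libraries. The most abundant members were IGHA1, with 198 ± 5.43 CPM (SD, n = 2) at EC1h and 176 ± 14.1 CPM (SD, n = 2) in the control, IGKC with a logFC of 0.10 (SE 0.33), and IGHG2 with a logFC of -0.10 (SE 0.25). At 4 h, the median of the family was 0.79, with 25 genes called higher and 1 lower, or 40 and 2 without replicate 2 of EC4h (median 1.03). It was 0.12 with the trend of each library on gene length removed, a setting added after the data were examined, and -0.51 with library size only.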

Transport and metabolism are predominant in the down-regulated genes at 1 h. Similarly, at 4 h of *E*. *coli* challenge, processes involved in neutrophil activation and degranulation, response to molecules of bacterial origin, intrinsic apoptotic signaling pathway, SRP-dependent co-translational protein targeting to membrane, and processes using autophagy mechanisms are enriched in the up-regulated genes. 

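Oxygen and gas transport, the processes that Fig S4 lists first for genes down-regulated at 1 h, were represented by globins and erythroid carriers, of which 5 were tested. Their median logFC at 1 h was -1.51 (camera, adjusted p = 0.0015), with 4 of the 5 lower at EC1h. The decrease did not pass under fry (adjusted p = 0.559) or with the estimated correlation (adjusted p = 0.449). The quasi-likelihood test called 0 of these genes, whereas HBA1, HBA2 and HBB passed with unadjusted p-values. DESeq2, limma-voom and the exact and likelihood ratio tests of edgeR called 0. HBA2 (chromosome 16 from 222875 to 223709) had 2.13 ± 0.354 CPM (SD, n = 2) at EC1h and 6.07 ± 0.824 CPM (SD, n = 2) in the control, a logFC that decreased by 1.51 (SE 0.45, adjusted p = 1, edgeR). It was called when the libraries of 1 h were fitted alone, with an adjusted p of 0.0159 from edgeR, and also without replicate 1 (0.00398) or replicate 2 (0.00378) of EC4h. HBA1 had a logFC of -1.62 (SE 0.52) and HBB of -1.39 (SE 0.50). The paralogs HBA1 and HBA2 have similar sequences, so reads could have been split between them. CA2, the most abundant of the 5, had a logFC of 0.38 (SE 0.24).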

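At EC4h, the 40 genes for granule proteins and degranulation had a median logFC of 0.96, with 18 called higher and 1 lower (camera, adjusted p = 2.8e-05). The 82 cytosolic ribosomal proteins, which stand for SRP-dependent targeting, had a median of 1.14, with 38 higher and 0 lower (adjusted p = 1.4e-05). With library size only, the medians were -0.35 for the granule family, -0.99 for BCL2, -1.04 for autophagy and -0.20 for the ribosomal proteins, of which 1 was then called higher and 3 lower. The 16 members of the BCL2 family, which regulate intrinsic apoptosis, had a median of 0.31, with 7 higher and 2 lower (adjusted p = 0.072). The 40 core genes of autophagy had a median of 0.25, with 11 higher and 4 lower (adjusted p = 0.12). Under fry, the granule, BCL2 and autophagy families passed, with adjusted p-values of 2.1e-04, 5.4e-04 and 7.1e-04, and the ribosomal proteins did not (adjusted p = 0.169). With the estimated correlation, none of these 4 families passed. The ribosomal result rested on 1 library. Without replicate 1 of EC4h the median was 0.24, with 3 genes called higher and 1 lower, and without its replicate 2 the median was 1.68, with 79 higher and 0 lower. The number called higher was also 15 without either EC1h library, 14 without either 1-h control and 3 without either 4-h control. The BCL2 family passed by camera without replicate 2 of EC4h (median 0.68, adjusted p = 0.0336) or replicate 2 of the 4-h control (0.63, adjusted p = 0.0413). With the length trend removed, the median of the ribosomal proteins was 0.58, with 14 higher. The granule gene FPR1 had a logFC of 1.74 (SE 0.21, adjusted p = 3.4e-04, edgeR) and ADAM8 of 1.78 (SE 0.12, adjusted p = 2.2e-05), and neither was called with library size only. ITGB2 (0.59, SE 0.12) was under the threshold. Of the ribosomal proteins, RPS9 (1.27, SE 0.38) and FAU (1.86, SE 0.43) were called higher, but not without replicate 1 of EC4h (0.43 and 0.89) or without either 4-h control, and RPS9 also not without either 1-h control. BCL2A1 (logFC 5.72, SE 0.39), BID (2.73, SE 0.20) and SQSTM1 of autophagy (2.70, SE 0.17) were called higher, and MCL1 was not (0.17, SE 0.16; -1.11 with library size only). ATG16L2 was not called (-0.20, SE 0.14), although it was in 1 of 23 other settings, over which its logFC reached -1.51. GABARAP (1.15, SE 0.32) was called but not without replicate 1 of EC4h (0.48) or without either 4-h control.

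**Figure D1:**
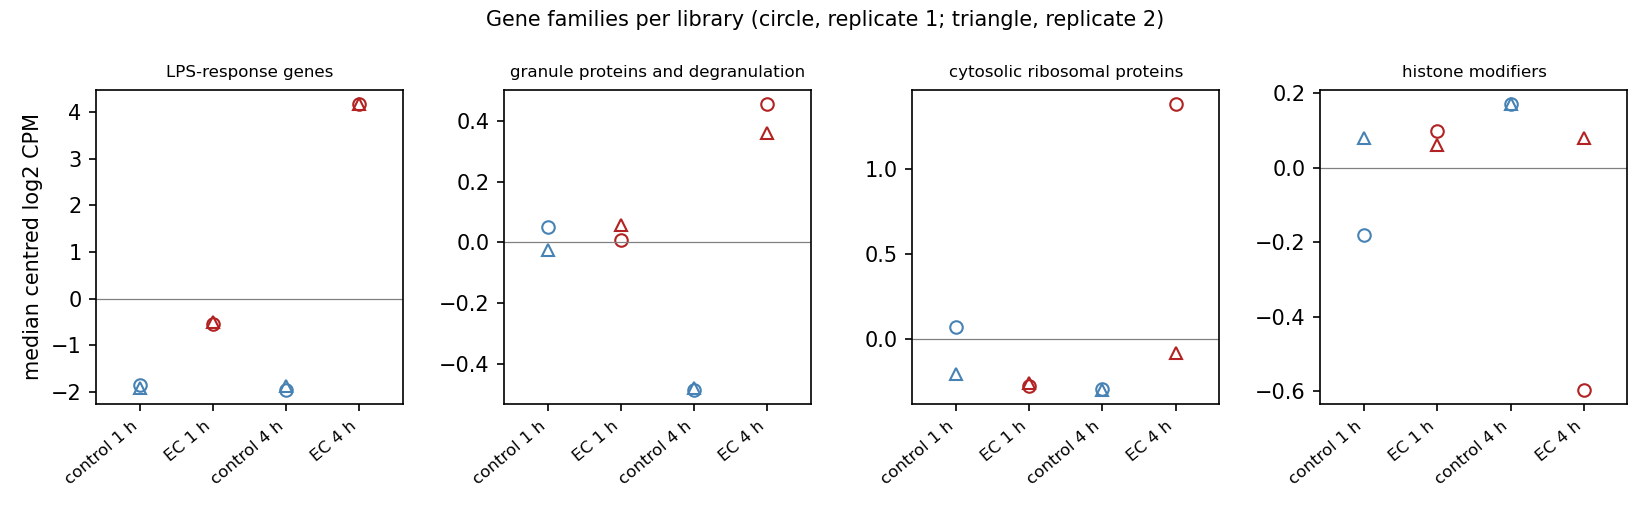
Expression of 4 gene families in each of the 8 libraries, as the median over the family of log2 CPM centred on each gene's mean (circles, replicate 1; triangles, replicate 2; blue, control; red, EC). The EC4h libraries lie together for LPS-response genes and apart for cytosolic ribosomal proteins, at 1.39 and -0.08.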

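Histone modification, a process that Fig S4 shows for the genes down-regulated at 4 h, was represented by 68 genes for histone modifiers. At EC4h against the 4-h control, 17 of these genes were called lower and 12 higher, with a median logFC of -0.41 (camera, adjusted p = 0.133). The family also did not pass under fry (adjusted p = 0.612). With library size only the median was -1.67, with 46 genes called lower and 5 higher (camera, adjusted p = 0.383), and with the length trend removed it was -0.13. Their median length was 5472 bases, against 2831 bases for all genes tested. Among 10000 random lists matched on expression, 0.44% had a median as low, and among lists matched on expression and length, 8.6%. Without replicate 2 of EC4h the median was -0.86, with 27 genes called lower and an adjusted p of 0.0148 from camera, and without replicate 1 it was -0.22, with 13. The most abundant members went in different directions. KDM6B had a logFC of 1.51 (SE 0.31, adjusted p = 0.0056, edgeR; not called with library size only or without replicate 2 of EC4h), CREBBP of -0.15 (SE 0.45, adjusted p = 0.812) and KMT2D of -1.30 (SE 0.63, adjusted p = 0.132). Without replicate 2 of EC4h, KDM6B was at 0.93, and CREBBP (-1.11) and KMT2D (-2.67) were called lower.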

More diverse processes are enriched in the down-regulated genes at 4 h and interestingly, many overlaps with those enriched in the up-regulated genes at 4 h. As expected, however, many processes involved in immune response are enriched in the genes that are up-regulated at both time points. These include neutrophil migration, cellular response to lipopolysaccharides, positive regulation of inflammatory response, and chemokine-mediated signaling. 

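The 38 LPS-response genes had a median logFC of 1.30 at 1 h, with 17 called higher and 0 lower (camera, adjusted p = 9.8e-66), and of 6.40 at 4 h, with all 38 called higher (adjusted p = 3.3e-25). The family passed at both time points under fry (adjusted p of 1.9e-05 and 5.4e-08) and with the estimated correlation (3.5e-04 and 0.0024). Its median stayed between 1.25 and 1.35 at 1 h over the scalings, filters and libraries left out, and it was 5.10 at 4 h with library size only. The number of members called at 1 h was 0 without replicate 1 of the 1-h control and 2 without its replicate 2, and 6 without either EC1h library. The 21 chemokine genes had medians of 1.93 at 1 h, with 7 called higher, and 8.26 at 4 h, with 18 called higher. With no filter, the medians of 34 chemokine genes were 0.43 and 5.27. The chemokines passed by camera (adjusted p of 4.2e-17 and 4.1e-10), at 4 h under fry (9.3e-05), and at neither time point with the estimated correlation. At 1 h, 0 chemokines were called without either library of the 1-h control, and 2 without either EC1h library. The most abundant LPS-response gene was IL1B (chromosome 2 from 113587328 to 113594393), with 712 ± 8.10 CPM (SD, n = 2) at EC1h against 85.8 ± 7.98 CPM (SD, n = 2), a logFC of 3.05 (SE 0.18, adjusted p = 0.0018, edgeR), and with a logFC of 10.18 (SE 0.25, adjusted p = 7.2e-07) at 4 h. CXCL8 had a logFC of 1.95 (SE 0.15) at 1 h and 6.44 (SE 0.19) at 4 h, and CCL3 of 2.55 (SE 0.38, adjusted p = 0.0606) and 11.15 (SE 0.54). At 1 h, IL1B was not called without either library of the 1-h control, and CXCL8 not without any 1 of the 4 libraries of 1 h. CCL3 was called at 1 h in 13 of 24 other settings, among them without either EC4h library, with a logFC of 2.54.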

Surprisingly there are no enriched processes in the continuously down-regulated genes (Fig S4).

**Figure S4.**
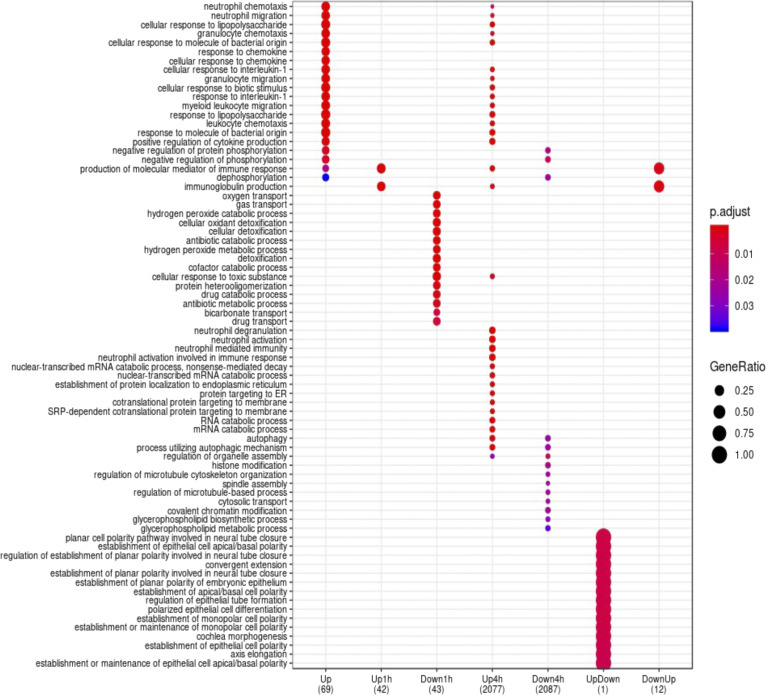
GO term enrichment analysis of the genes categorized based on their pattern over time. Grouped genes analyzed using the enrichGO feature within clusterprofiler.

### Transcriptional plasticity of neutrophils is a result of complex accessible chromatin crosstalk

Combination of ATAC-seq and RNA-seq revealed a complex combination of differentially open and closed chromatin regions affecting gene expression changes. For each category of gene expression, a count of the whether the associated peaks are differentially closed or open at each time shows that there is no specific pattern (Fig 4B). That is, genes being up-regulated at 1 h are not all a result of just differential chromatin regions either opening or closing. For genes that are differentially expressed only at 1 h, there likely are chromatin accessibility changes occurring at 4 h that are maintaining gene expression level with the control. This is readily apparent when looking at the distribution of the openness or closedness of associated differential regions (Fig 4B). This phenomenon is clear when surveying the associated differential regions for each gene (Fig 4C). For example, of the 16 genes that are down-regulated at 1 h and up-regulated at 4 h, differential chromatin regions were found to be associated only with two genes, *COX16* and uracil phosphoribosyltransferase (*UPRT*). Each of these genes has two associated DRs that affect gene expression. 

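COX16 (Entrez 51241, chromosome 14 from 70791798 to 70883701 in GRCh37) had between 2 and 19 counts per library. Its logFC was -1.42 (SE 0.54, unadjusted p = 0.0307, adjusted p = 1, edgeR) at 1 h and 2.03 (SE 0.62, adjusted p = 0.0307) at 4 h. The difference between the time points was 3.45 (SE 0.82, adjusted p = 0.015), with an adjusted p under 0.05 in 18 of 20 other settings. At 4 h the call was lost in 6 of 22 other settings, among them without replicate 1 of EC4h, without replicate 2 of the 4-h control and without either EC1h library. UPRT (Entrez 139596, chromosome X from 74376223 to 74524720) had between 2 and 24 counts per library. Its logFC was -1.56 (SE 0.61, unadjusted p = 0.0363, adjusted p = 1, edgeR) at 1 h and 1.52 (SE 0.57, adjusted p = 0.0624) at 4 h, where it was not called, although it was without either EC1h library (1.51 and 1.52). The difference between the time points was 3.08 (SE 0.84, adjusted p = 0.0254), with an adjusted p under 0.05 in 15 of 20 other settings and of up to 0.103 with library size only. The adjusted p at 1 h was never under 0.378 for COX16 or 0.379 for UPRT in 23 other settings. Among these other settings, unadjusted p-values and no fold change threshold reuse the adjusted p of another fit, so they are no further check. The chromatin regions near these genes were not analysed here.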

For *COX16*, two associated DRs are induced at 1 h, whereas for *UPRT*, 1 associated DR is induced at 1 and 4 h. Interestingly, however, there is no direct correlation between gene expression and the number of associated differential regions (Spearman correlation–EC1h: 0.0321 EC4h: 0.0289). 

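For the transcriptional part, the effect of *E*. *coli* at 4 h was compared with that at 1 h by testing the difference itself with the quasi-likelihood test of edgeR. The effect was higher at 4 h for 2025 genes and lower for 1763 of the 12394 genes, at an adjusted p under 0.05 and a difference of at least 1 in logFC. Library size only moved these counts the most, to 779 and 5725. With each library left out in turn, they lay between 1441 and 2804 and between 1221 and 2634. Of the 4484 genes called at 4 h and not at 1 h, 3570 had a called difference. For the other genes of this class, a difference between the time points was not shown. Chromatin accessibility was not analysed here.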

In general, there are more chromatin accessibility changes earlier, whereas transcriptional changes largely occur at the later time point.

Based on the in silico–linked chromatin accessibility changes and the transcriptional expression, the regulatory mechanisms were classified into three proposed categories: (1) differential regions only in the promoter (1 h: 899; 4 h: 553); (2) differential regions only in distal sites, whereas the promoter region is primed for expression (1 h: 4,675; 4 h: 2,181); and (3) differential regions in the promoter and distal sites (1 h: 633; 4 h: 90). Although these three mechanisms are prevalent, there are differentially expressed genes that do not have any associated differential chromatin regions. In the first category, differential regions were present only in the TSS ± 2.5 kb regions (Fig 5A). An example for this category is the *PLSCR1* gene which encodes phospholipid scramblase 1 and is related to the EGF/EGFR signaling pathway. This repressed DR in the promoter region results in ∼3 logFC increase in gene expression at 4 h in the presence of *E*. *coli*. 

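PLSCR1 (Entrez 5359) lies on chromosome 3 of GRCh37 from 146232967 to 146262643. Its expression at 4 h was 329.6 ± 23.0 CPM (SD, n = 2) with *E*. *coli* and 49.6 ± 1.27 CPM (SD, n = 2) in the control, a logFC of 2.73 (SE 0.14, adjusted p = 6.7e-06, edgeR). The logFC at 1 h was -0.07 (SE 0.13, adjusted p = 1), and the difference between the time points was 2.80 (SE 0.19, adjusted p = 6.2e-05). With library size only, the logFC at 4 h was 1.43, and with each library left out in turn it lay between 2.66 and 2.80. The accessibility of its promoter was not analysed here.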

In the second category, regions in the promoter are open; however, there is no difference between the *E*. *coli* challenge in comparison to control. In this category, gene expression is fine-tuned by distal regulatory regions. For example, the *TNFAIP3* gene, encoding the tumor necrosis factor α induced protein 3, is up-regulated at both time points (∼3 logFC at 1 h and ∼7 logFC at 4 h) and has two associated induced distal DRs at 1 h and one induced distal DR at 4 h. These regions being open facilitate the maintenance of gene expression at both time points (Fig 5B). 

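TNFAIP3 (Entrez 7128) lies on chromosome 6 of GRCh37 from 138188351 to 138204451. At 1 h it had 724 ± 1.34 CPM (SD, n = 2) with *E*. *coli* and 91.1 ± 8.83 CPM (SD, n = 2) in the control, a logFC of 2.99 (SE 0.27, adjusted p = 0.0049, edgeR). At 4 h it had 14550 ± 5730 CPM (SD, n = 2) and 101 ± 0.171 CPM (SD, n = 2), a logFC of 7.17 (SE 0.32, adjusted p = 3.8e-06). The rise was larger at 4 h by 4.18 (SE 0.36, adjusted p = 1.6e-04). At 1 h, TNFAIP3 was not called without any 1 of the 4 libraries of that time, with an adjusted p of up to 0.178 and a logFC between 2.90 and 3.09. With library size only, the logFC at 4 h was 5.90.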

The third category is a combination of differential chromatin regions in the promoter region and in associated distal sites. An example is the *XPO6* gene that encodes exportin 6 and is a member of the importin-β family. It is down-regulated ∼ −1.3 logFC only at 4 h (Fig 6A). 

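XPO6 (Entrez 23214) lies on chromosome 16 of GRCh37 from 28109297 to 28223286. At 4 h it had 986 ± 107 CPM (SD, n = 2) with *E*. *coli* and 2273 ± 25.7 CPM (SD, n = 2) in the control, a logFC of -1.20 (SE 0.13, adjusted p = 2.0e-04, edgeR). At 1 h the logFC was 0.10 (SE 0.13, adjusted p = 1), and the difference between the time points was -1.31 (SE 0.18, adjusted p = 0.0013). With the length trend removed, the logFC at 4 h was -0.95, under the threshold of 1, and with library size only it was -2.49. With each library left out in turn it lay between -1.32 and -1.10.

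**Figure D2:**
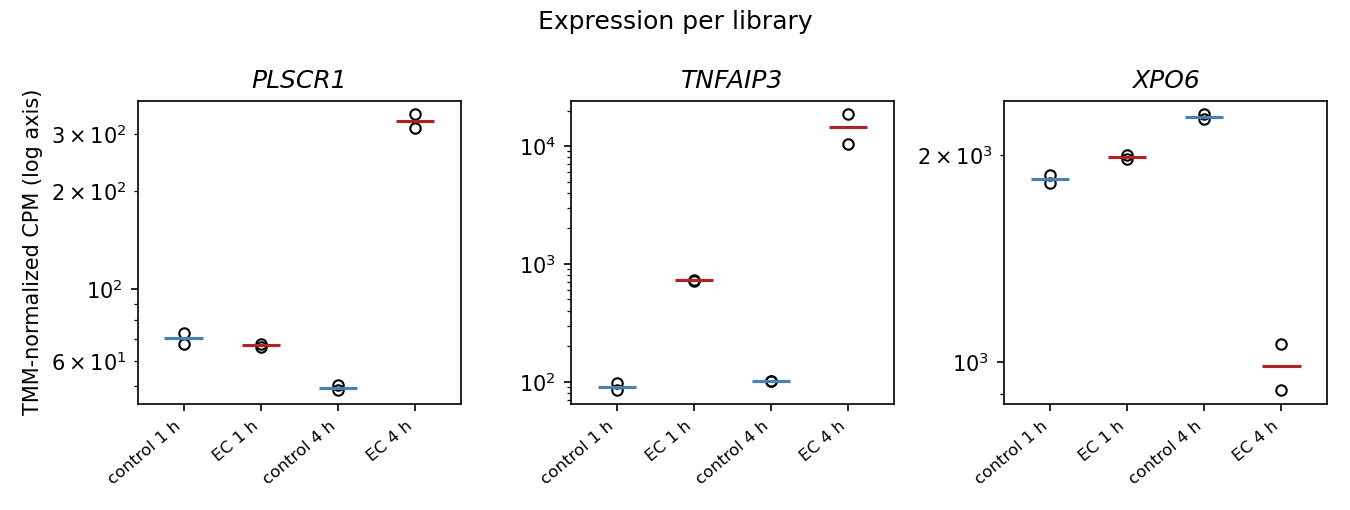
Expression of PLSCR1, TNFAIP3 and XPO6 in each library, in TMM-normalized CPM on a log axis (circles, libraries; bars, mean of the 2 libraries of a condition; blue, control; red, EC). At 4 h both EC libraries lie above both controls for PLSCR1 and TNFAIP3 and below them for XPO6.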

Interestingly, the accessible chromatin signature associated is complex. A differential chromatin region is fixed in the promoter at both time points, repressed at 1 h and induced at 4 h, and yet differential gene expression occurs only at one. This is likely a result of an interaction between the promoter DR and the associated distal regions—two that are repressed at 1 h and one induced at 4 h. These distal interactions are further supported by the Hi-C predicted interacting regions (19). These distal regions fall within 226,569 Hi-C–predicted interactions across the genome. A complex interplay of interacting chromatin regions facilitates expression of the associated gene. These interactions facilitate the activation or repression of binding motifs to fine tuning the regulation. Transcription factor footprinting of enriched motifs in open distal differential regions associated with the *XPO6* gene revealed a temporal pattern of binding (Fig 6B) similar to the patterns of differentially accessible chromatin regions. The motifs ETS1, EHF, and KLF16 are bound at 4 h but not at 1 h. A combination of varied differentially accessible chromatin regions and transcription factor binding motifs provide an intricate means of transcriptional regulation in neutrophils.

**Figure 5.**
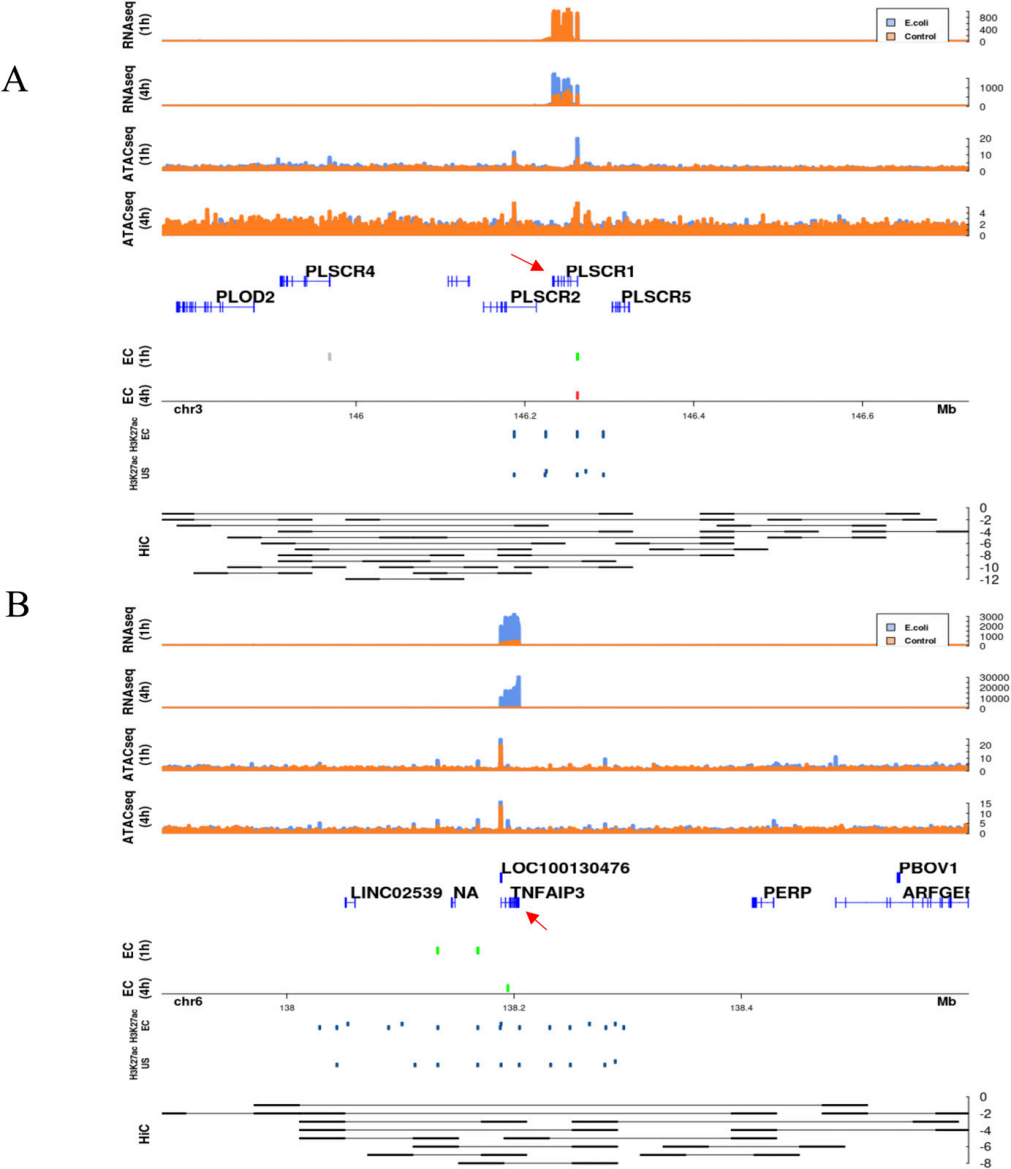
Mechanisms of control of transcription by accessible chromatin in neutrophils. **(A)** Differential regions only in the promoter. Promoter is defined as the regions ±2.5 kb around the transcription start site for each gene. Example for this category is the *PLSCR1* gene. **(B)** Differential regions only in distal regions, promoter is primed for expression. Example for this category is the *TNFAIP3* gene. **(A, B)** In (A, B), from the top, RNA-seq coverage at 1 h for *Escherichia coli* and control; RNA-seq coverage at 4 h; ATAC-seq coverage at 1 h; ATAC-seq coverage at 4 h; genes in the region from hg19; open (green) differential regions associated with the gene at 1 h and open or closed differential regions not associated with the gene of interest (gray); differential regions associated at 4 h; location on the chromosome; H3K27ac histone marks in the presence of *E*. *coli*; and absence of *E*. *coli* lifted over from earlier study (19); and Hi-C interactions in the presence of *E*. *coli* lifted over from earlier study (19) that show overlap between ATAC-seq defined differentially accessible chromatin regions and Hi-C interacting regions. Red arrows point to the gene of interest.

**Figure 6.**
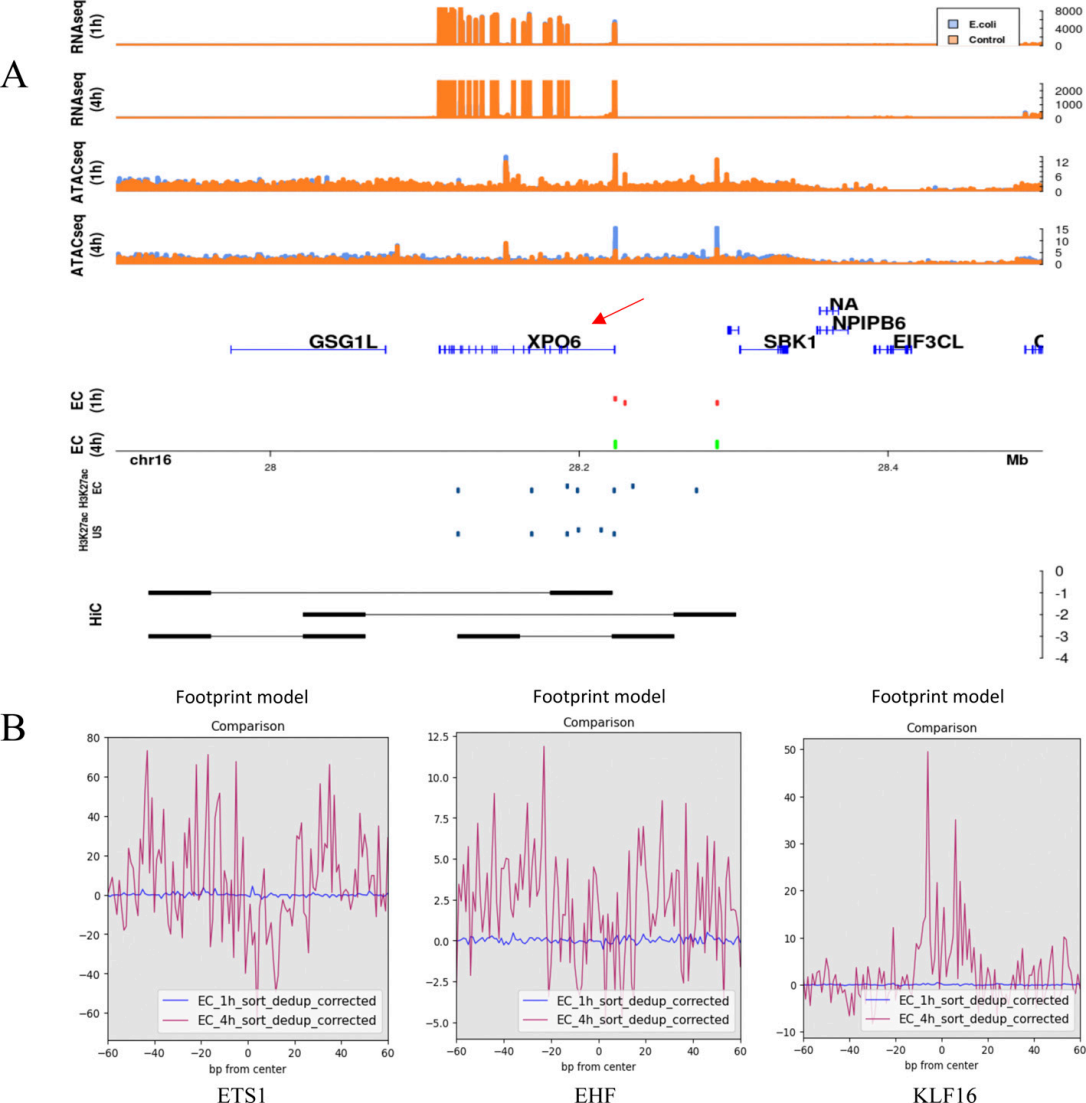
Intricate combinatorial chromatin accessibility regulation of transcription in neutrophils. **(A)** Third mechanism of gene regulation in neutrophils involves differential regions in both the promoter as well as distal sites. An example in this category is the *XPO6* gene. The differential region in the promoter is fixed and unique to an *Escherichia coli* infection. Tracks are similar to those in Fig 5. Differentially closed regions are shown in red. **(B)** Red arrow points to the gene of interest (B). Transcription factor footprinting of enriched motifs identified in the distal associated differential regions. Footprinting using the ATAC-seq reads was performed using TOBIAS (63). Time-dependent binding of transcription factors affecting gene expression.

## Discussion

In this study, we explore the chromatin accessibility signatures affecting immune response in neutrophils challenged with external infecting stimuli using ATAC-seq. ATAC-seq on neutrophils provides a unique advantage, interrogating the host response biology, while simultaneously gathering information about pathogens with higher detection sensitivity. Identifying the pathogen responsible for sepsis is an area of intense research. In addition, ATAC-seq can evaluate the accessibility changes in intergenic and enhancer regions (31), showing cell type specific enhancer usages. Even though next-generation sequencing has provided technological advances, gathering useful host and microbial information simultaneously is challenging. Only a fraction of the reads generated from human samples correspond to pathogens and, even if successfully retained in the sea of human DNA, contig assembly is very difficult, so classification must be able to proceed accurately with short reads from noisy data (32, 33). There is a large body of work dedicated to defining positivity via setting thresholds (adjusted based on pathogen load and misclassification due to incomplete reads), species identification to differentiate pathogen from contaminant, and subtraction from negative controls (32, 33). Our assay design improves sensitivity by capitalizing on negative isolation of neutrophils, reducing the amount of background human DNA and cell-free microbial DNA in the final sequencing sample and then only sequencing open chromatin from the eukaryote and prokaryote. It performs drastically better than standardized diagnostic library preparation methods (Fig 1E). This assay requires a small sample volume making it ideal towards clinical adoption in sepsis diagnosis.

Neutrophils are known to form subpopulations at the site of inflammation in response to the stimulus (34), but it was unclear whether epigenetic changes are challenge specific. We find challenge specific genome wide chromatin changes (Fig 2B–D) despite similar genomic distributions (Fig 2A). Although no NETs were believed to be formed as a result of the stimulations, future work is required to accurately determine the exact time chromatin decompensation begins in response to stimuli. Nonetheless, the unique chromatin changes observed reflect in diverse enriched pathways as well specific transcription factor binding motifs with respect to each challenge (Fig 3). There are no common enriched pathways across all challenges, which supports the challenge-specific response nature. Reflective of the ∼120 differential regions common to the two *E*. *coli* challenge time points, their associated enriched pathways are varied (Fig 3A). Interestingly, however, there are not many shared enriched pathways between *E*. *coli* and the corresponding ligand, LPS portraying the differences between single ligand and whole organism stimulation. These chromatin accessibility signatures support the earlier discovered stimulus specific gene expression changes in response to LPS and *E*. *coli* (35) and are unlikely to be artifacts of different stimulation strategies. The unique chromatin accessibility signatures also expose unique transcription factor binding motifs specific to certain challenges (Fig 3B and Table S2). These early and unique chromatin accessibility signatures and exposure of transcription factor binding motifs potentially lead to distinctive downstream responses, namely NETs (36), in response to different stimuli.

Early events in immune cells involved in sepsis can and should be captured in their epigenome, as this is the first step in the cellular response to a cell’s environment. These chromatin accessibility events could be a source for new diagnostic tools and even novel molecular targets for new therapies. At 1 h, under many stimuli in this first responder cell type, we find challenge specific genome wide changes in chromatin accessibility (Fig 2B–D). This phenomenon is also readily apparent when comparing the differential chromatin accessibility at the two time points of the challenges (5,010 at 1 h versus 1,688 at 4 h). Measurements of gene and protein expression capture events much later than epigenomic changes and hence may be less informative. For example, it has been shown that enhancer profiling was better at determining cell identity than mRNA (37). This delayed transcription versus epigenetics is supported by our data. Whereas more chromatin accessibility changes are observed at 1 h, more differential expression of genes occurred at 4 h and in a time specific manner (Figs 4B and C and S4). Hence, we propose that a combination of unique differentially accessible chromatin regions and motif signatures we have identified may be more illuminating of the neutrophil’s pathogen exposure. These exposure-specific chromatin accessibility changes are rapidly induced and, whereas many maybe transient, may leave a longer lasting “mark” on the epigenome, potentially spawning a new forensic and diagnostic modality, an advantage over current tools, as the epigenome is the earliest detectable signal.

Plasticity in neutrophils has been widely accepted recently (38, 39), but the mechanisms driving this have yet to be successfully delineated. Current focus on the role of epigenetics has vastly expanded the understanding (40), but much is still unknown. A study of unchallenged neutrophils from healthy volunteers identified more than 2,000 genes with a significant epigenetic component explaining their expression (41) and the role of epigenetics in sepsis induced immunosuppression in various immune cells has been identified (38). Subsequently, significant chromatin restructuring was observed in response to a 3 h *E*. *coli* infection (19). Although these chromatin restructures facilitate the opening of the inflammatory response armament, the exact accessible chromatin interactions are still unknown. With the *E*. *coli* infection time series in our study, we find that both transcription and chromatin accessibility are plastic in neutrophils. This is readily apparent in the low overlap in the differential regions between the two time points. This can be attributed to the changes in chromatin structure and the need for opening/closing of transcription factor binding sites giving rise to transient gene expression. Based on the differential regions and gene associations, we classified three broad categories of accessible chromatin regulation that occur within earlier identified CTCF-anchored loops (19). The categories include differential regions only in the promoter, differential regions only in the distal enhancer regions, and finally genes regulated by a combination of both. Of these categories, genes with the differential regions only within the promoter were the fewest (Fig 5A) and showed new H3K27ac modifications within the promoter. Genes with primed promoter regions being regulated only by distal enhancer regions were the highest (Fig 5B) and showed histone marks in the promoter, suggesting promoter activation, under both challenged and unstimulated states further supporting our classification. The third category is a combination of both differential regions in promoters as well as distal regions and the *XPO6* gene, is an example of how this results in gene expression (Fig 6A). Although similar mechanisms of epigenetic transcriptional regulation are known in macrophages (42, 43) and the additive or competitive roles of multiple distal enhancers for gene are known (44, 45), this is the first evidence for such regulation in neutrophils. We also see time specific binding of transcription factors (Fig 6B) within the XPO6 associated distal regions, possibly involved in cooperative activation or repression similar to other systems (46, 47, 48, 49) or by inhibiting the binding of different transcription factors (20) to result in the observed gene expression. Overall, we show that neutrophils undergo plastic transcriptional expression under intricate accessible chromatin regulation that is unique to the stimulus faced (Fig 7) and that this methodology can potentially be used in combination with these signatures as a putative diagnostic tool.

**Figure 7.**
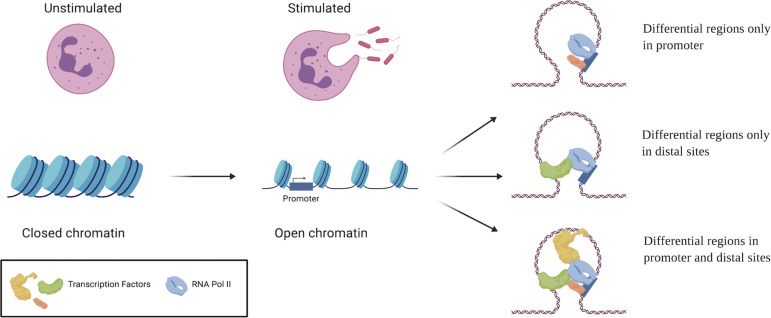
Model for intricate accessible chromatin regulation of gene expression in neutrophils. A schematic depicting the three mechanisms of regulation identified in our analyses. Upon exposure to stimuli, the closed chromatin in neutrophils opens up in stimulus specific patterns. Accessible chromatin regulation of genes occurs in one of three mechanisms where (1) differential regions occur only in the promoter region; (2) differential regions occur only at distal cites; and (3) differential regions occur at promoter and distal sites.

## Materials and Methods

### Study participants

Four healthy volunteer females 30–40 yr old were recruited and informed consent obtained (Stanford University Institutional Review Board-37618).

### Negative selection isolation and activation of neutrophils

#### FACs and flow cytometric analysis

Neutrophils were isolated using a negative selection method that allowed for seamless dovetailing with the ATAC-seq method (Figs 1A and S5). Neutrophils were isolated using the Stem Cell EasySep Direct Human Neutrophil Isolation Kit as per the manufacturer’s protocol and resuspended in PBS with 1% FBS and 2 mM EDTA. 8.0 × 10^5^ cells per condition were fixed in 1% PFA for 10 min at room temperature and subsequently stained with primary antibodies: mouse anti-human PEcy7-CD16 (BD #557744), mouse anti-human PerCPcy5.5-CD66b (#305107; BioLegend), and mouse anti-human V500-CD45 (#560779; BD) as well as the corresponding IgG controls. Flow cytometric and statistical analysis were performed using FlowJo V. 10.0.8.

**Figure S5.**
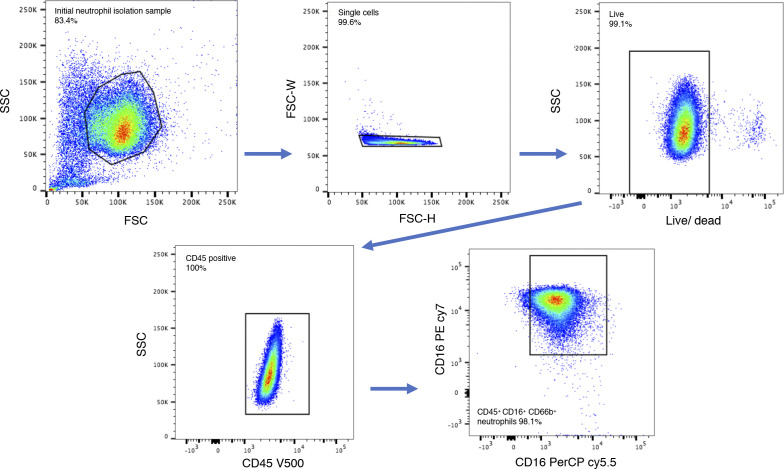
Flow cytometry with gating strategy depicted confirms 98.1% purity of CD66b/CD16 double-positive neutrophils.

### TLR samples

Neutrophils isolated from four healthy volunteers were plated at 50,000 cells per well and stimulated in duplicate with the following ligands for 1 h: lipotechoic acid (LTA) 100 ng/ml (Invivogen), LPS (Sigma-Aldrich) 100 ng/ml, Flagellin (FLAG) 300 ng/ml, resiquimod (R848) (Invivogen), 10 μM, CpG Class C ODN 2395 5 μM, BGP 100 μg/ml (Invivogen), and HMGB1 (R&D) 1 μg/ml (4, 5, 25, 26) (Fig 1B).

### Live organism challenge samples

Blood from two healthy volunteers was spiked with a specific CFU/ml of either *E*. *coli* American Type Culture Collection 25922 or *S*. *aureus* American Type Culture Collection 29312. The Stem Cell EasySep Direct Human Neutrophil Isolation Kit was applied as per the manufacturer’s protocol to 2 ml of blood after 1 h of *S*. *aureus* treatment and 1 and 4 h of *E*. *coli* treatment. After isolation, cells were counted, divided into 50,000 cell samples (50 μl) in duplicate (Fig 1B).

### Quantitative RT-PCR of IL8 and TNFα

Total RNA was isolated from 8.0 × 10^5^ cells prepared as above with the RNeasy kit (QIAGEN). RNA was DNase treated using the TURBO DNA-free DNase treatment (Ambion). One step qRT-PCR was performed in the Rotor Gene Q using the Rotor Gene SYBR Green RT-PCR kit. ∆∆Ct was calculated using GAPDH. Primer sets are as follows: *IL8 F 5′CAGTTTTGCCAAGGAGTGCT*, *IL8 R 5′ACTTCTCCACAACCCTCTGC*, *TNF F 5′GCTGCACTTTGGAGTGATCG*, *TNF R 5′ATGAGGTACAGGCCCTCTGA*, *GAPDH F 5′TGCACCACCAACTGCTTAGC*, *GAPDH R 5′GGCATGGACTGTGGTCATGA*.

### SYTOX assays for neutrophil extracellular traps

Neutrophils were isolated as above using either the TLR sample or live organism sample preparation as appropriate. Cells were plated at 2.0 × 10^5^ per well in triplicate. A positive control was created by stimulating cells with 25 nM PMA (Sigma-Aldrich). 5 mM SYTOX green (Life Technologies) was used to detect the presence of NETs (50). Fluorescence intensity was measured using the Tecan Infinite M200 Pro.

### ATAC-seq and RNA-seq library preparation and sequencing

All treated and untreated control cells from four donors and six ligands as well as two donors and two whole organism challenges were collected as described above and ATAC-seq was performed as described (31). Excess primers libraries were removed using the AMPpure bead kit. In parallel with ATAC-seq, genome-wide sequencing using a standard SPRI (51) library preparation was performed on the *S*. *aureus* challenged neutrophils with AMPure XP from Beckman Coulter.

RNA was extracted from isolated neutrophils after the 1- and 4-h *E*. *coli* challenges as well untreated controls using the miRNeasy Micro kit from QIAGEN and libraries were generated using KAPA PolyA enrichment mRNA library prep. All libraries were sequenced at the Stanford Functional Genomics Facility on the Illumina HiSeq.

### ATAC-seq analysis

#### Data processing and peak calling

Fastq files were analyzed from raw data all the way to peak calls using the PEPATAC pipeline (http://pepatac.databio.org/en/latest/) against the hg19 build of the human genome. Briefly, reads were trimmed of adapters using Trimmomatic (52) and aligned to hg19 using Bowtie2 (53) with the very-sensitive -X 2000 parameters. Duplicates were removed using PICARD tools (http://broadinstitute.github.io/picard/). Reads with Mapping quality (MAPQ) <10 were filtered out using SAMtools (54). Reads mapping to the mitochondria or chromosome Y were removed and not considered. Technical replicates were merged using SAMtools yielding one sample per donor per stimulation. Peaks were called using MACS2 (55) with the -q 0.01 --shift 0–nomodel parameters. Correlation between replicates was generated and a single peakset was generated across replicates for each challenge.

### Microbial identification

Reads generated from both SPRI as well as ATAC-seq were preprocessed by trimming with Trimmomatic. Using Kraken (56), human reads were removed from the samples and relative abundances for pathogens were determined as counts per million reads. Replicates were averaged together and log_2_ transformed for an abundance value.

### Differential analysis

Differentially accessible regions were identified from the merged peak sets using the DiffBind R package (57). A *P*-value of 0.05 and abs(logFC)≥1 were set as the threshold. Consensus bed files were generated with Diffbind with a threshold of 0.66 overlap. Overlapping/common regions between peak sets were determined using the DiffBind tool and visualized with the UpSet package (58) in R. Induced and repressed differential regions in response to specific challenges were defined with respect to their corresponding controls.

### Assigning genes associated with differential regions

Differential regions in each sample were associated with genes following multiple approaches: (1) T-gene (28 *Preprint*) from the MEME suite was used to predict regulatory links between the differential region and the genes. Only associations with *P*-value < 0.05 and correlation ≥ 0.4 were included. (2) Using GREAT (29) and implementing the basal plus extension algorithm and defining a 2.5 kb region each for proximal upstream and downstream, respectively, and a distal region up to 500 kb. (3) Surveying overlap of differential regions with previously reported association links (30, 59) using BEDTools (60). Additional support for these associations was derived by incorporating predicted Hi-C interactions from *E*. *coli* stimulation of neutrophils for 3 h (19). A functional pathway enrichment analysis was performed using the ChIPseeker (61) package on R with the custom developed table with the differential regions and their associated genes. This uses a hypergeometric model to assess the enrichment of genes associated with a pathway. A Benjamin-Hochberg adjusted *P*-value of 0.01 was used as a cutoff.

### Annotating differential regions

Genomic distribution of differential regions and enrichment around TSSs were estimated using ChIPseeker. A custom background of histone marks was collected from the International Human Epigenome Consortium (http://ihec-epigenomes.org). We selected for mature neutrophil samples and women of Northern European ancestry. Sample files in bigBed format were converted to bed format using the UCSCtools package. Motif analysis was performed using hypergeometric optimization of motif enrichment (HOMER) (62) and known motifs with a cutoff of *P* < 10^−10^ were selected to choose for enriched motifs. Each differential region was annotated with known overlapping histone marks and a list of motifs. Presence–absence heat maps of the enriched motifs in each sample were plotted using heatmap.2 from within the gplots package in R. Footprinting of transcription factors enriched in regions of interest was performed using TOBIAS (63).

### RNA-seq analysis

#### Data processing and differential expression analysis

Quality of the paired-end reads generated for each replicate was performed using FastQC (64) and trimmed with Trim Galore (https://github.com/FelixKrueger/TrimGalore). Resulting reads were aligned to hg19 using HISAT2 (65) with the--rna-strandness RF parameter. The generated SAM files were sorted and then converted to BAM using SAMtools. Counts were generated using the R package Rsubread (66) in a strand specific manner. Differential gene expression analysis was performed using edgeR (67) and genes with FDR corrected *P*-value < 0.05 and logFC ≥ 1 or logFC ≤ −1 were selected. GO term enrichment analysis was performed and comparisons between time points were made using the compareCluster function from the cluterProfiler R package (68) which uses a hypergeometric model to assess the enrichment of genes associated with a pathway. A Benjamin–Hochberg adjusted *P*-value of 0.01 was used as a cutoff.

## Data Availability

The RNA-seq and ATAC-seq data generated in this study are deposited in the Gene Expression Omnibus under accession numbers GSE153521 and GSE153520, respectively. The data can also be found as a University of California Santa Cruz (UCSC) genome browser session at https://genome.ucsc.edu/s/nikhilram/hg19_LSA_submission. All the codes used to generate data and plots in this study are available at https://github.com/nikhilram/neutrophil_ATACseq.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

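RNA-seq of human neutrophils was re-analysed for 4 conditions, EC1h, EC4h and the untreated controls of 1 h and 4 h, with 2 libraries each. The authors trimmed paired-end reads with Trim Galore, aligned them to hg19 with HISAT2 and counted them on genes with Rsubread in a strand-specific manner. The deposited values are raw counts per Entrez gene ID and library, with gene lengths in bases and no normalization. They are whole numbers that sum to between 20348790 and 25253692 per library. The ATAC-seq, quantitative PCR, SYTOX and microbial identification data were not used here.

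Of the gene IDs, 23696 were matched to a symbol by a RefSeq table and 22469 to a gene model in GRCh37 coordinates, and the others are given by their ID. The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr over the 4 conditions (minimum count 10, minimum total count 15), which left 12394 of the 19229 genes with a count in any library. Library sizes were normalized by TMM, and 1 model with a term per condition was fitted to all 8 libraries with glmQLFit. The comparisons were EC1h with the 1-h control, EC4h with the 4-h control, the difference between these effects, and the 4-h control with the 1-h control. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, as the paper's methods state. SEs were computed from the fold change and the test statistic. CPM are TMM-normalized, with SDs over 2 libraries. The common biological coefficient of variation was 0.193 over all libraries, 0.104 over those of 1 h and 0.263 over those of 4 h.

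The text names every gene the paper names with its RNA-seq data, the 5 called genes with the largest change in each direction and time point among genes with an average log2 CPM of at least 1 and no overlap between EC and control libraries, called genes of opposite direction or lower at both time points, the 10 genes listed as lower at both in Table S4, and the 3 most abundant members of each gene family, of which 1 is not reported here. This rule was written before the data were examined, apart from the values of Table S4. Only part of Table S4, with 1999 genes, was read. Gene families (10 lists) and markers of cell types (8 lists, for B cells, plasma cells, erythroid cells, platelets, monocytes, T and NK cells, eosinophils and neutrophils) were also written before then. Marker genes with at least 40 counts over all libraries were used. Families were tested with camera at a correlation of 0.01, and again with fry and with an estimated correlation. For their percentiles, 10000 random lists were drawn, matched on expression or on expression and length.

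The alternatives were unadjusted p-values, no filter, both together, a stricter filter (CPM of at least 1), DESeq2-style size factors, upper quartile scaling, library size only, DESeq2 1.42.0, the likelihood ratio and exact tests of edgeR, limma-voom, a separate fit for each time point, a block for the replicate number, no fold change threshold, and each of the 8 libraries left out in turn. A further 2 settings were added after the data were examined: the trend of each library on gene length removed (lowess, span 0.3), and the 6 libraries other than EC4h fitted alone. The replicate number was not used as a block in the main setting, since the paper's text does not say that equal numbers share a donor. Folds against a group without counts were computed from a floor of 3 counts over the group. Intervals and floors cover counting error only. The procedure was checked on simulated data with 200 of 12394 genes changed 4-fold, where it recovered 91% at 1 h and 97% at 4 h, with 11 and 16 false calls. The simulated counts had 1 spread per gene for all libraries, unlike the data, so these shares do not give the power there.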

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

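Of the tests in this part, those on the dilution of neutrophil RNA, on library size in the controls, on gene length and the platelet list, on the CPM gained off the platelet list, and on scaling for the difference between the time points, also for the higher and the lower genes apart, were chosen only after the results were seen, as was the setting with the length trend removed.

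The effect of *E*. *coli* differed between the time points, with 2025 genes higher and 1763 lower at 4 h than at 1 h by a test of the difference. Gene length was weighed first, because the EC4h libraries differ along it. With the length trend removed, 90.5% of these calls were kept in the same direction, which argues against length as the cause of most of them. Scaling was weighed because the TMM factors of the EC4h libraries (0.477 and 0.541) lie far below the others. With library size only, the median difference of all genes moved by -1.24, and of the higher genes 38.5% were kept, that is 779. That these stayed higher against the shift argues against RNA composition as the whole cause. All of the lower genes were kept (100%), as a shift in their own direction must give, so this says nothing for them. For the lower genes and the other higher genes, a change cannot be told apart from a shift in RNA composition, since these counts hold no measure of the RNA per cell. Without EC4h replicate 2, the counts were 2804 and 2634. A longer exposure to the bacteria, which the design names, stays open as a biological explanation that was not tested apart from the differences between these libraries.

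The 4-h control differed from the 1-h control, a comparison that the paper does not report, with 181 genes higher and 260 lower. With the length trend removed, 91.4% of these calls were kept, which argues against length for most of them. With library size only, 90.2% were kept, but that setting moved the median of all genes by -0.037, so it leaves an effect of library size open. RNA from other cell types may account for part of the rise. The 10 platelet genes with enough counts had a median log2 fold change of 1.84, with 9 of the 10 higher, and the median of the 9 that passed the filter was 1.94, or 1.95 with the length trend removed. The most abundant of them, TUBB1, PPBP and CAVIN2, stood at 1.38, 0.882 and 0.637 CPM in the 1-h control and at 3.96, 3.65 and 3.73 CPM in the 4-h control. The medians of the other lists were -0.20 for B cells, -0.16 for plasma cells, 0.16 for erythroid cells, -0.11 for monocytes, -0.17 for T and NK cells and -0.50 for eosinophils. Of the 181 genes, 5 are on the list, and 129 of the others gained more CPM than any gene on it (3.10 CPM at most), which argues against platelet RNA for these. A lower share of neutrophil RNA would raise the markers of the other cell types alike. On the genes that passed the filter, the medians of the 7 lists lay up to 2.44 apart, from -0.505 for eosinophils to the platelet median. The platelet list alone set this gap, as the other medians lay between -0.505 and 0.017, with SDs within a list of up to 1.30. A rise shared by all lists was not seen. The gap itself cannot decide on dilution as the cause of the lower genes, and a gain of platelet RNA stays open.

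The counts for the controls over time rest on single libraries. They were 0 higher and 2 lower without control 4 h replicate 1, 2 and 13 without its replicate 2, 4 and 36 without control 1 h replicate 1, 8 and 52 without its replicate 2, and 39 and 100 without either EC1h library. Without an EC4h library they rose, to 326 and 440 without replicate 1 and to 325 and 439 without replicate 2. The lone library of a condition is assumed in these fits to vary like the other conditions. SAMSN1 and FOSB, which had the smallest p-values and were chosen after their values were seen, had log2 fold changes of -3.57 (SE 0.15, adjusted p = 3.5e-04, edgeR) and -5.67 (SE 0.27, adjusted p = 3.5e-04) in the controls. Time without bacteria, which the design names, stays open and was not tested.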

How the results depend on the processing

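In this part, the settings with the length trend removed and with the 1 h libraries and controls only were chosen after the results were seen.

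Of 236 counts of genes under the settings other than leaving a library out, 184 stayed within 1.5 times their value and 52 did not. Of the log2 fold changes of named genes, 2439 of 2596 kept their direction and their side of the threshold, 40 lost the call, 81 gained it, and 36 changed sign or fell to 0, of which 10 had a call in either fit. Of 160 family medians, 129 kept both, 14 lost their test, 4 gained it and 13 changed sign or fell to 0, of which 4 passed in either fit. Among these 160, fry and the estimated correlation reuse the medians of the main fit, so only the test could change there. For named genes, unadjusted p-values and no fold change threshold reuse the fold changes of another fit, so only the call could change. With a library left out, 1236 of 1352 values of named genes kept both, 76 lost the call, 18 gained it and 22 changed sign or fell to 0, and of 160 family medians 146 kept both, 1 lost its test, 6 gained it and 7 changed sign or fell to 0, all 29 of these without a call in either fit. The cause of the changes below was not tested.

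With unadjusted p-values, 120 genes were higher and 49 lower at 1 h, 84 higher and 8 lower at both time points, 3 higher then lower and 13 lower then higher, and 342 higher and 489 lower in the controls over time. With no filter as well, these were 166, 81, 93, 10, 7, 16, 414 and 559. With no filter alone, 1 gene was lower at 1 h, as with DESeq2 (1, IGLV3-10 in both) and a separate fit per time point (1, HBA2). The likelihood ratio test gave 66 higher and 4 lower at 1 h, 58 higher and 1 lower at both, 2 higher then lower, 1 lower then higher, and 293 and 418 in the controls over time. The exact test gave 2 lower at 1 h, 1 lower at both and 1 higher then lower. With no fold change threshold, 365 genes were higher and 405 lower in the controls over time. With the 1 h libraries and controls only, these were 327 and 432, and 2 genes (HBA2 and IGLV3-10) were lower at 1 h. The genes of these small counts were named after their values were seen.

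Library size only gave 902 genes higher and 6665 lower at 4 h, and 779 and 5725 for the difference between the time points. It moved the median log2 fold change of all genes at 4 h by -1.29 (by -0.12 with no filter and -0.11 with upper quartile scaling), and 11.9% of its calls at 4 h were higher, against 53.7% in the TMM fit. The values that changed sign with a call in either fit did so under this setting and at 4 h: ETS1 -0.05, IGHA1 -0.09, IGKC -0.10, IGHG2 -0.28, RPS9 -0.062, MCL1 -1.11, GABARAP -0.18, PPBP -1.18, LYZ -0.16 and CSF3R -1.14, with family medians of -0.51 for immunoglobulin genes, -0.20 for ribosomal proteins, -0.35 for granule proteins and -0.16 for interferon-stimulated genes. Without a call in either fit, GAPDH (-0.52), ITGB2 (-0.70), IFIT2 (-0.34), CD79A (-0.35), MS4A1 (-0.98), JCHAIN (-0.36), PRF1 (-0.94) and CLC (-0.70) changed sign at 4 h, with the BCL2 (-0.99) and autophagy (-1.04) medians, and TLE3 (-0.027), MCL1 (-0.03), JCHAIN (-0.051) and the granule median (-0.041) at 1 h.

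The other values that changed sign had no call in either fit. With the length trend removed, they were TLE3 -0.028, NUDT16L2P 0.039, IGHG2 0.002, FPR1 0.018, IGHG1 0.08, SAMSN1 0.039, the BCL2 median 0.038 and the interferon-stimulated median 0.004 at 1 h, and CREBBP 0.18 and PPBP -0.11 at 4 h. RLE factors gave 0.004 at 1 h for NUDT16L2P and the BCL2 and interferon-stimulated medians, and DESeq2 0.004 for NUDT16L2P (0 with the replicate block). JCHAIN at 1 h was -0.004 with no filter and with no filter and unadjusted p-values, -0.001 with the stricter filter and -0.006 with upper quartile scaling. With no filter, the interferon-stimulated median at 1 h and that of the globins and erythroid carriers at 4 h were 0.

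The r2 of replicates as squared Spearman's rho was 0.958 for EC1h, 0.9582 for the 1-h control, 0.8978 for EC4h and 0.9593 for the 4-h control, and on raw counts 0.9575 for the 1-h control and 0.8474 for EC4h.

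With each library left out in turn, the ranges were 0 to 56 genes higher and 0 to 2 lower at 1 h, 1950 to 2848 higher and 1713 to 2648 lower at 4 h, 0 to 56 higher and 0 to 1 lower at both, 0 in both classes of opposite direction, 1441 to 2804 and 1221 to 2634 for the difference between the time points, and 0 to 326 and 2 to 440 for the controls over time. The count higher at 1 h was 0 without control 1 h replicate 1, 2 without its replicate 2, 9 without either EC 1 h library, and 54 and 56 without an EC 4 h library. In these fits a lone library is assumed to vary like the other conditions. The values that changed sign or fell to 0 had ranges at 1 h of -0.043 to 0.22 for Entrez ID 100287428, 0 to 3.85 for CCL23, -0.37 to 0.12 for CD79A, -0.027 to 0.72 for CREBBP, -0.27 to 1.52 for DNAAF1, -0.30 to 0.031 for FAU, -0.18 to 0.02 for FPR1, -0.013 to 0.45 for GBP2, -0.11 to 0.069 for IGHG1, -0.12 to 0.13 for JCHAIN, -0.007 to 0.051 for MCL1, -0.17 to 0.18 for NUDT16L2P, -0.094 to 0.031 for SAMSN1 and -0.11 to 0.17 for TLE3, with medians of -0.036 to 0.096 for BCL2, -0.06 to 0.019 for autophagy, -0.02 to 0.011 for granule proteins and -0.032 to 0.031 for interferon-stimulated genes. At 4 h they were -1.11 to 0.42 for CREBBP, -1.16 to 0.53 for HBA1 and for the median of globins and erythroid carriers, -1.55 to 0.24 for HBA2, -0.051 to 0.36 for MCL1 and -0.20 to 0.40 for PPBP. With the replicate number as a block, 39 genes were higher and 0 lower at 1 h, and 2378 and 2125 at 4 h. Depth limits genes such as COX16 and UPRT, with 2 to 24 counts per library.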

Differences from the paper's values

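No test in this part was chosen after the result was seen, and the values of Table S4 had been seen before the fit.

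The paper states 66 genes up-regulated and 55 down-regulated at EC1h, which were 0 and 0 here when, as in the paper's categories, genes called at both time points are counted apart. For the exclusive categories at 4 h, the values here (2392 and 2092) are within 1.5 times the paper's. Up-regulation at both time points was found for 38 genes, against the paper's 93, and down-regulation at both for 0, against the paper's 10. Opposite directions were found for 0 genes up-regulated then down-regulated, against the paper's 7, and for 0 genes the reverse, against the paper's 16. Of the alternatives set before the data were examined, unadjusted p-values with no filter gave 66, 55, 93, 10, 7 and 16, the paper's values for all 6 counts, and 2554 and 2656 at 4 h. Unadjusted p-values with the filter came within 1.5 times for up-regulation at both (84), down-regulation at both (8) and down-regulation then up-regulation (13), and not for the other 3. No other alternative came within 1.5 times the paper's value for any of the 6 counts. The paper's methods state an FDR corrected p-value. Under unadjusted p-values with no filter, all 1999 genes read from Table S4 (of 5457) had the same log2 fold change at both time points within 1e-04, and the same pattern. These are genes listed as down-regulated at both time points (10), at 1 h only (55) and at 4 h only (1934), so no gene of the other categories was compared.

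For PLSCR1 at 4 h, the paper states a log2 fold change of about 3, and the value here was 2.73 (SE 0.14), a difference larger than the SE, although the paper's value is approximate and 2.73 rounds to it. None of the alternatives set before the data were examined brought it within its error, and they lay between 1.43 and 2.80. TNFAIP3 at both time points and XPO6 at 4 h were within their errors of the paper's values.

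The paper names immunoglobulin production as up-regulated at 1 h only. Here, 0 of 99 immunoglobulin genes were called at 1 h, and 25 were called higher and 1 lower at 4 h. The rise at 4 h depends on the scaling, since the family median was -0.51 with library size only. With unadjusted p-values, 11 of the 99 genes rose at 1 h and 7 fell. It names COX16 and UPRT among genes down-regulated at 1 h and up-regulated at 4 h. Both had that direction here, at 1 h with an adjusted p of 1, and with unadjusted p-values, with or without the filter, both passed at both time points.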

Other observations

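In this part, the tests on gene length, library size and a mislabelled library for the EC4h pair and on the spread at 1 h were chosen only after the result was seen, as were the settings with the length trend removed and with the 1 h libraries and controls only.

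The EC4h libraries differed from each other more than the replicates of the other conditions, with an SD of the log2 ratio of 0.829, and 1455 of 6906 genes over 2-fold apart. The biological coefficient of variation of the pairs was 0.393 for EC4h, 0.139 for the 1-h control, 0.030 for EC1h and 0.014 for the 4-h control. Library size did not set the EC4h pair apart, as the ratio of its totals was 1.007, nor did the most abundant genes, since the SD was 0.83 without the top 100. The highest r2 of an EC4h library with a library of another condition was 0.857, below that within the pair, which argues against a swap with another library of these conditions. GC content, with length held constant, had a partial Spearman's rho of 0.194 with the ratio. A candidate explanation is a bias along gene length, since the log2 ratio followed length across genes with a Spearman's rho of -0.688. The rho was -0.557 in the 1-h control, 0.05 in EC1h and -0.009 in the 4-h control. Genes are not independent replicates. Length leaves part of the spread open, as the SD was 0.638 with the trend removed. Across genes, the difference between the replicates of EC4h correlated with that of the 1-h control, with a Pearson's r of 0.654. This r was 0.497 with the length trend removed. With EC1h and the 4-h control, r was -0.048 and 0.002. These values argue against a donor difference that follows the replicate number in every condition. Whether the length trend came from the RNA, the library preparation or a donor difference not tied to that number was not tested.

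The log2 fold change at 4 h followed gene length as well, with a median of 1.03 in the shortest length class and -0.42 in the longest. Without EC4h replicate 1 these medians were 0.29 and 0.02, and without its replicate 2 they were 1.43 and -1.11. Ribosomal protein genes, with a median length of 730 bases, were higher at 4 h. Their median lay at percentile 97.71 among lists matched on expression and length, at 99.92 with the length trend removed, and at 18.93 among matched lists without EC4h replicate 1. The length bias and a rise of these genes cannot be told apart, because 1 library decides the result. For histone modifiers, lower at 4 h, the percentile was 0.44 among lists matched on expression. It was 8.6 among lists matched on expression and length, and 5.69 with the length trend removed. Among matched lists without EC4h replicate 1 it was 10.15. Gene length may therefore account for the lower values of these genes.

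At 1 h, 0 genes passed the adjusted threshold downward. The spread taken from the EC4h pair in the joint fit was weighed as a cause. When the EC4h libraries were not in the fit, 2 genes were called lower (HBA2 and IGLV3-10, named after their values were seen). Upward calls went from 38 to 52 in that fit. The common biological coefficient of variation was 0.193 over all libraries and 0.104 over those of 1 h. The EC4h libraries therefore widened the spread used at 1 h and cost calls there. The 2 downward calls are too few to decide for the other genes, for which the explanation stays open. The p-values at 1 h were fewer under 0.05 (395) than chance gives (620).

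Globins were lower with *E*. *coli* at 1 h, and a smaller share of erythroid RNA could give this. It was not decided here, as 1 erythroid marker outside the globins had enough counts. For immunoglobulin genes at 1 h, RNA from B cells stays open as a cause of a rise. The 12 B cell markers had a median log2 fold change of -0.11, but they went both ways, with 7 of the 12 lower. The median was 0.026 without EC1h replicate 2 and 0.037 without control 1 h replicate 2. It was -0.206 without EC1h replicate 1 and -0.162 without control 1 h replicate 1. The median of 8 plasma cell markers, among which are the immunoglobulin genes IGHG1 and IGKC, was 0.07.

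Genes that the paper measured by other means or names for motifs were also read. TNF had a log2 fold change of 3.06 (SE 0.20, adjusted p = 0.0019, edgeR) at 1 h, not called without control 1 h replicate 1, and of 8.66 (SE 0.23, adjusted p = 7.5e-07) at 4 h. At 4 h, TLE3 had 1.77 (SE 0.19, adjusted p = 1.9e-04; 0.49, not called, with library size only), ETS1 1.22 (SE 0.25, adjusted p = 0.0050; -0.05 with library size only and 0.78, not called, without EC4h replicate 2) and KLF16 -3.52 (SE 0.20, adjusted p = 9.3e-06). GAPDH had 0.80 (SE 0.29, adjusted p = 0.0539), called without EC4h replicate 2, where it was 1.22. EHF did not pass the filter, and with no filter it had 0.72 at 1 h (adjusted p = 1, edgeR) and -1.57 at 4 h (adjusted p = 0.389). The 38 interferon-stimulated genes, which the paper's processes do not list, had a median of 1.13 at 4 h, with 20 called higher and 0 lower, and -0.16 with library size only. Its most abundant members were IFIT2 (0.95), GBP2 (1.84) and IFIT3 (1.80).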
